# Single-Cell Transcriptomics Identifies Heterogeneity of Mouse Mammary Gland Fibroblasts With Distinct Functions, Estrogen Responses, Differentiation Processes, and Crosstalks With Epithelium

**DOI:** 10.3389/fcell.2022.850568

**Published:** 2022-03-01

**Authors:** Ryohei Yoshitake, Gregory Chang, Kohei Saeki, Desiree Ha, Xiwei Wu, Jinhui Wang, Shiuan Chen

**Keywords:** cell-cell interaction, estrogen, fibroblasts, mammary gland, single-cell RNA sequencing, trajectory analysis

## Abstract

Fibroblasts have been shown to be one of the essential players for mammary gland organization. Here, we identify two major types of mouse mammary gland fibroblasts through single-cell RNA sequencing analysis: *Dpp4* ^*+*^ fibroblasts and *Dpp4* ^*-*^ fibroblasts. Each population exhibits unique functional characteristics as well as discrete localization in normal mouse mammary glands. Remarkably, estrogen, a crucial mediator of mammary gland organization, alters the gene expression profiles of fibroblasts in a population-specific manner, without distinct activation of estrogen receptor signaling. Further integrative analysis with the inclusion of five other publicly available datasets reveals a directional differentiation among the mammary gland fibroblast populations. Moreover, the combination with the mouse mammary epithelium atlas allows us to infer multiple potential interactions between epithelial cells and fibroblasts in mammary glands. This study provides a comprehensive view of mouse mammary gland fibroblasts at the single-cell level.

## Introduction

The mammary gland is a dynamic organ that undergoes major morphological changes after birth to develop its fully functional structure and is continuously modulated by ovarian hormones, such as estrogen and progesterone, with cyclic changes in their levels. The mammary gland is comprised of two major components: mammary epithelium, which forms mammary ductal and lobular structures, and mammary stroma, which includes fibroblasts, adipocytes, preadipocytes, endothelial cells, and/or immune cells. Although the epithelium has been recognized to be an essential player in the mammary gland, the involvement of fibroblasts in mammary gland organization has also been extensively discussed (Wiseman and Werb, 2002; Sumbal et al., 2021). For instance, fibroblasts are important for the production and remodeling of extracellular matrix (ECM). Since ECM undergoes significant modifications during mammary gland organization such as ductal elongation and branching morphogenesis, fibroblasts are considered essential for proper gland development (Maller et al., 2010; Schedin and Keely, 2011). Also, epithelial-fibroblast crosstalk through a number of mediators has been shown to be critical in mammary gland development as well as maintenance. Thus, mammary gland fibroblasts contribute towards many aspects of mammary gland organization, and unfortunately, carcinogenesis as well.

Mouse mammary glands have been utilized as important models for studying mammary gland biology such as development, homeostasis under the influence of ovarian hormones, and/or pathological processes. Although there are structural differences between human and mouse mammary glands, such as the lack of terminal duct lobular units (TDLUs) and the enrichment of adipose tissues in mouse glands, both human and mouse mammary glands share many similarities in epithelial cell features and developmental processes. While the population-specific roles of mammary gland fibroblasts in human breast tissues are just beginning to be unraveled (Morsing et al., 2016; Morsing et al., 2020), the characterization of mouse mammary gland fibroblasts would help to deepen the understanding of the mammary gland in both humans and mice. The functional roles of mammary gland fibroblasts have been accumulated using mouse models (Wiseman and Werb, 2002; Sumbal et al., 2021) and then extrapolated to human breast studies. Although the fibroblast populations in the mouse mammary gland have been shown to be heterogeneous (Sumbal et al., 2021), their detailed properties and contributions to mammary gland organization remains inadequately defined.

Recent development of single-cell RNA sequencing (scRNA-seq) technology allows us to investigate gene expression profiles of whole cellular populations in a given organ or tissue. Our group previously explored all the cell populations of the mouse mammary gland and elucidated their response to estrogen at a single-cell level (Kanaya et al., 2019). Moreover, in our recent publication, we established a mammary epithelial atlas by combining our own dataset with other public datasets, revealing the putative trajectory of mammary epithelium with different linages (Saeki et al., 2021).

Accordingly, the purpose of the current study is to comprehensively describe the heterogeneity of fibroblasts in mouse mammary gland in terms of their functions, localizations, differentiations, and interactions with the mammary epithelium. To this goal, we performed a nonbiased single-cell transcriptome analysis using scRNA-seq on mouse mammary gland fibroblasts, specifically using models mimicking menopausal transition in humans. We identified two major populations of mouse mammary gland fibroblasts, described as either *Dpp4* ^*+*^ or *Dpp4* ^*-*^ fibroblasts. Gene signature analysis revealed the differences in functions of the two types of fibroblasts for the organization of the mammary gland tissues. Histological evaluation showed the distinct localization of the two major fibroblast types in normal mouse mammary gland. Moreover, since our experiments were performed on hormone-depleted mouse models followed with hormone treatments, we could profile the population-specific effects of ovarian hormones, especially estrogen, on mouse mammary gland fibroblasts. Further integrative analyses including datasets from other investigators predicted the uniqueness in differentiation trajectory of mammary gland fibroblasts among various organs’ fibroblasts, and eventually, the potential epithelial-fibroblast cell interactions within mammary gland tissue.

## Results

### Mouse Mammary Gland in Two Different Experimental Models Showed Similar Phenotypical Changes in the Absence and Presence of Ovarian Hormones

Menopausal transition has been recognized as a window of susceptibility in a woman’s life because significant structural and functional changes occur in the mammary gland, as well as alterations in the mammary micro-environment and hormone signaling, that may influence breast cancer risk (Terry et al., 2019). To properly examine the effects of estrogen and progesterone on the mouse mammary gland, resembling menopausal transition in women, we firstly evaluated phenotypical changes in two different ovarian hormone-depleted mouse models: ovariectomy (OVX; a surgical menopausal model) (Saeki et al., 2021) and 4-vinylcyclohexene diepoxide (VCD) models (Supplementary Figure S1A). Briefly, in the OVX model, ovaries of Balb/cJ mice were surgically removed bilaterally and then the mice were treated with either vehicle, 17β-estradiol (E2), or E2 + progesterone (P4) (Saeki et al., 2021). In the more recent VCD menopausal transition model, VCD’s ovarian toxicity gradually destroyed primordial and primary follicles, therefore accomplishing menopause in C57BL/6J mice through the deletion of ovarian hormones. After complete ovarian failure, for determining the impact of the exposure of E2 and P4, the mice were treated with vehicle, E2, E2 + P4, or E2 + ICI 182,780 (ICI). ICI is an estrogen receptor (ER) degrader which eliminates E2 action. For the VCD model, mice that did not undergo VCD treatment were included as the intact group. In the phenotypical analysis on whole mount staining (Supplementary Figure S1B), the regression of mammary ductal structures was observed in the vehicle groups from both the OVX and VCD models. E2 as well as E2 + P4 groups showed the ductal regrowth and the formation of terminal end bud-like structures at the tip of the duct in both models. E2 + ICI treatment in the VCD model showed sparse ductal structures compared to that of the E2- or E2 + P4-treated mice, confirming active E2-ER signaling during the ductal regrowth in mammary glands. Since both the OVX and VCD models showed comparable phenotypes in response to the depletion and administration of the hormones, we decided to integrate the scRNA-seq data from these two treatment models to investigate mouse mammary gland fibroblasts.

### Single-Cell Transcriptome Analyses Identified Two Major Types of Mammary Gland Fibroblasts With Distinct Gene Signatures and Localizations as *Dpp4* ^*+*^ and *Dpp4* ^*-*^ Fibroblasts

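Cells dissociated from mammary glands of C57BL/6J mice were profiled by droplet-based 3′ single-cell RNA sequencing with Chromium v3 chemistry. The authors counted unique molecular identifiers (UMIs) per gene and cell barcode with Cell Ranger 3.1.0 on mm10 and deposited these counts without normalization. The values given here beside the results are from the deposited counts of the VCD model, and the OVX model was not analysed here. VCD (4-vinylcyclohexene diepoxide, 160 mg/kg per day for 15 days) depletes ovarian follicles. The 5 groups of the study were Intact (no VCD), VCD_vehicle, VCD_E2 (1 µg of estradiol per animal per day for 1 week), VCD_E2_P4 (with 1 mg of progesterone per animal per day) and VCD_E2_ICI (E2 with a single injection of 5 mg of the estrogen receptor antagonist ICI). Each group was 1 library, so a difference between these libraries has no replicate check, and the intervals given for them cover counting error only. The sample labels name a HiSeq instrument and the methods a NovaSeq. The labels also place the hormones in the last week of a 20-week diet period that began 100 days after VCD onset, at 43 weeks of age. The 5 libraries held 23091 cell barcodes and between 44431498 and 94508823 UMIs each, with a median of 60181018. Barcodes were kept with at least 500 genes, at least 1000 UMIs and at most 5% mitochondrial UMIs. Cells without a UMI of the 6 genes of the negative selection were then clustered by Louvain community detection at resolution 1.0 on 30 principal components of 3000 variable genes. The 40 genes the study names for fibroblasts were left out of the variable genes, so that their values are not built into the clusters. So were the lists of interferon-induced, collagen, estrogen receptor target, respiratory chain and cholesterol genes tested below. The nerve sheath and adipocyte-lineage lists were left out only where the study names the gene. The cluster assignments of the study were not used here, and a difference from the study may come from the rebuilt names. A cluster was named Fib_0-like to Fib_3-like from marker genes, such as Sema3c and Cd55 for Fib_0, Cxcl14 and Smoc2 for Fib_1, Penk and Enpp2 for Fib_2, and Gas6 and Fmo2 for Fib_3. They came from the labels of the study's heatmap of cluster genes and from general knowledge, without the genes its text names. That heatmap was made from data that include these libraries. The contrasts between the rebuilt populations are therefore not independent of the study's clusters. Some of these markers overlap with the genes of the study or the lists. Col15a1, Col5a3 and Col6a3 for Fib_1 are in the collagen list, and Pparg and Cd36 for Fib_1 in the adipocyte-lineage list. Mdk for Fib_2 is shown as a population marker in the supplementary figures of the paper. The names went to 3156 Fib_0-like, 3156 Fib_1-like, 1764 Fib_2-like and 1383 Fib_3-like cells. Stress or interferon genes were among the leading genes of some named clusters, namely Jun or Cxcl1 in the Fib_1-like clusters, and Ptgs2 and Nr4a3 or Ifit3 and Irf7 in clusters of Fib_0-like cells. A cluster of 732 cells carried the markers of both Fib_1 and Fib_2, and 2049 cells stayed unnamed, and both were left out of the populations. The cluster with both sets of markers held 5.30% of the fibroblasts of Intact, 0.48% of VCD_vehicle, 6.35% of VCD_E2, 16.2% of VCD_E2_P4 and 0.63% of VCD_E2_ICI, and the unnamed cells 13.5%, 12.9%, 26.8%, 15.8% and 16.4%.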

To profile fibroblasts in the mouse mammary gland, we first sorted fibroblasts using negative selection (i.e., sorting for cells without read counts for *Epcam*, *Krt14*, *Ptprc*, *Cd52*, *Pecam1*, and *Cspg4*) as described in previous studies (Figure 1A) (Bartoschek et al., 2018; Kanaya et al., 2019). Then, we integrated the data from both the OVX and VCD models using the anchor-based method implemented in the Seurat R package. 

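Of the 23091 barcodes, 18151 passed the filters on genes, UMIs and mitochondrial UMIs, between 72.7% in VCD_E2 and 82.4% in VCD_E2_P4. The negative selection left 12346 of them (68.0%), with a mean of 3733 genes and 17431 UMIs per cell. A mitochondrial limit of 10% moved these means most among the settings that kept the negative selection, to 3636 genes and 16724.5 UMIs over 13485 cells. No doublet caller was applied, as in the study. As an alternative, removal of the cells with the highest doublet scores (2.86% in VCD_E2_ICI to 4.25% in VCD_E2_P4) left 12122 cells with means of 3712 genes and 17242 UMIs. After clusters of other cell types were taken out, 12240 fibroblasts remained, from 1902 in VCD_E2_ICI to 2888 in VCD_vehicle.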

After further removal of a small fraction of cell contamination from other lineages, a total of 16,197 cells with an average of 3,229 genes and 14,774 UMI counts per cell were evaluated in the downstream analyses. In the Uniform Manifold Approximation and Projection (UMAP) plot, two major cell clusters and a minor cluster were identified (Figure 1B, left). The major cluster on the right of the UMAP plot consisted of three subclusters [fibroblast cluster 1–3 (Fib_1–3)]. Of note, the cells from the two different models were well distributed throughout each cluster (Figure 1B, right), indicating that each cell population was commonly present in both the OVX and VCD models, independent of their mouse strains and different ovarian suppression protocols.

**FIGURE 1:**
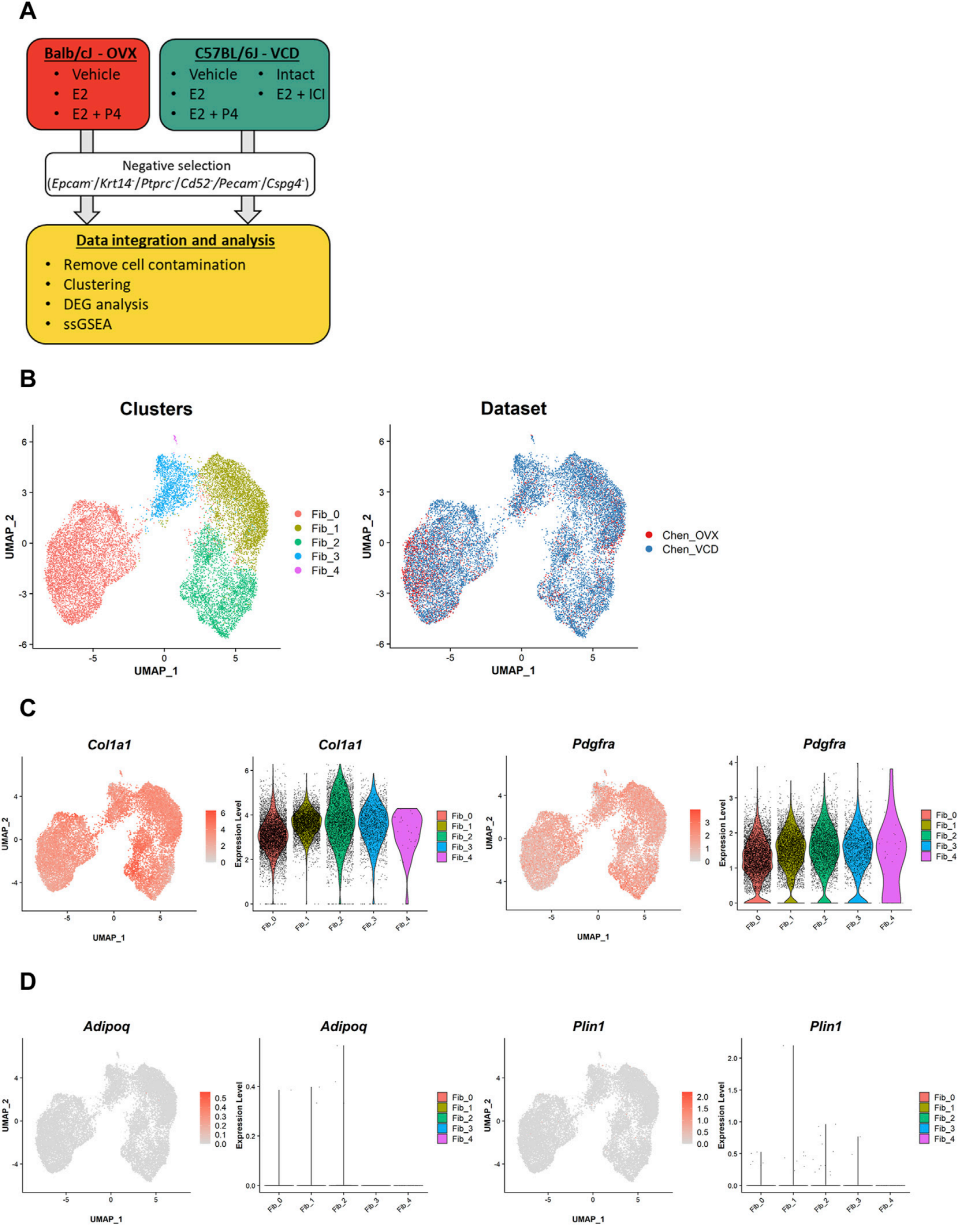
Our scRNA-seq datasets identify two major clusters of mammary gland fibroblasts commonly existing in the two different mouse models. **(A)** The schematic diagram of data processing and analyses for our own scRNA-seq datasets from the OVX and VCD models. The single-cell data were corrected from the mammary glands of the two models. Then, mammary gland fibroblasts were sorted by negative selection (i.e., sorting for cells without read counts for *Epcam*, *Krt14*, *Ptprc*, *Cd52*, *Pecam1*, and *Cspg4*). After the additional removal of a small fraction of cell contamination from other lineages of cells, the fibroblast dataset was integrated and evaluated in the downstream analyses (i.e., clustering, DEG analysis, and ssGSEA scoring). **(B)** The UMAP plot of the integrated dataset. Each cell is represented by a dot (*n* = 16,197) and is colored according to the cluster identified by the unbiased clustering (left) and the originated datasets (right). **(C)** The expression of the fibroblast markers (*Col1a1* and *Pdgfra*) and **(D)** the mature adipocyte markers (*Adipoq* and *Plin1*). Each feature plot on the left panel shows the distribution of the marker-expressing cells with color indicating the expression level. Each violin plot on the right panel shows the expression level of each gene in each cluster.

To ensure that we successfully sorted the mouse mammary gland fibroblasts, we evaluated marker gene expressions. 

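Col1a1 (ENSMUSG00000001506) lies on chromosome 11 of GRCm38 from 94936224 to 94953042, and Pdgfra (ENSMUSG00000029231) on chromosome 5 from 75152292 to 75198215. At least 1 UMI of Col1a1 or Pdgfra was present in 12203 of the 12240 fibroblasts (99.7%), and UMIs of both genes in 93.9%, between 92.5% in VCD_vehicle and 95.8% in VCD_E2. Col1a1 alone was detected in 99.4% of the fibroblasts and Pdgfra in 94.2%. Free RNA from lysed cells also reaches droplets of other cells: among 3036 immune cells, which should lack both transcripts, Col1a1 was detected in 41.2% and Pdgfra in 7.21%. The median depth was 16743.5 UMIs in the fibroblasts and 7326.5 UMIs in the immune cells. With each cell thinned to 5000 UMIs, which leaves out 630 shallower fibroblasts and 897 shallower immune cells, Col1a1 was detected in 99.5% of fibroblasts and 26.1% of immune cells, and Pdgfra in 75.9% and 4.68%.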

The results showed that almost all the cells were positive for fibroblast markers (*Col1a1*, *Pdgfra*) (Figure 1C). The evaluation of the dataset including all isolated single cells further confirmed the successful selection of mammary gland fibroblasts into our “fibroblast” dataset (Supplementary Figures S2A–C). 

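The 46257 cells of the 12 libraries that passed the filters were also clustered together, before the negative selection, and the clusters were named from 6 marker genes per cell type. The 18151 cells from the 5 libraries of the study comprised 14456 fibroblasts, 3036 immune cells, 125 endothelial cells, 109 luminal epithelial cells, 32 Schwann cells and 7 skeletal muscle cells. Another 386 cells stayed unnamed. No cluster took the name of basal epithelial cells or pericytes.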

Because we physically excluded larger cells during the single-cell dissociation process, almost all mature adipocytes represented by *Adipoq*/*Plin1* expression were removed, further ensuring the purity of our fibroblast dataset (Figure 1D).

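Adipoq was detected in 8 of the 12240 fibroblasts (0.0654%, exact binomial 95% interval 0.0282% to 0.129%) and Plin1 in 25 (0.204%, 0.132% to 0.301%). Among the immune cells, which express neither gene, the shares were 0.0329% (0.000834% to 0.183%) and 0.0988% (0.0204% to 0.289%). The intervals of fibroblasts and immune cells overlapped for both genes, so neither share stood above the level of free RNA. In cells thinned to 5000 UMIs, the fibroblast shares were 0.0172% for Adipoq and 0.0861% for Plin1.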

Next, we performed differential expression testing using the Seurat package to detect the differentially expressed genes (DEGs) in each population (Figures 2A,B). 

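Expression was compared between the rebuilt populations on UMI counts summed per library and population, which gave 20 sums from the 5 libraries. Each population was tested against the mean of the other 3 with edgeR's quasi-likelihood test, with library as a block, 12 residual degrees of freedom and Benjamini-Hochberg adjustment over 12209 genes. Dpp4 (ENSMUSG00000035000; chromosome 2 of GRCm38, 62330073 to 62412231), Pi16 (ENSMUSG00000024011; chromosome 17, 29317680 to 29330593) and Anxa3 (ENSMUSG00000029484; chromosome 5, 96793339 to 96845966) took no part in the clustering. In Fib_0-like cells, the log2 fold change was 4.03 for Dpp4 (standard error 0.19, adjusted p = 1.5e-10 from edgeR), 5.63 for Pi16 (standard error 0.17, adjusted p = 2.9e-13 from edgeR) and 4.36 for Anxa3 (standard error 0.09, adjusted p = 1.1e-16 from edgeR). The calls of the 10 marker genes given here for the 4 populations were the same under the 17 alternatives, among them DESeq2, other clustering resolutions and each library left out in turn. The alternative that moved Dpp4 most gave a log2 fold change of 4.20.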

One of the major clusters, Fib_0, showed highly specific gene expressions of *Dpp4*, *Pi16*, and *Anxa3*. Importantly, DPP4 is known to be a marker for one of the fibroblast subtypes in human breast tissue localizing outside of the TDLUs, called interlobular fibroblasts (Atherton et al., 1992; Morsing et al., 2016). Although mouse mammary glands do not have TDLU structures, the specific expression of *Dpp4* suggested the similarity of the *Dpp4* ^*+*^ Fib_0 fibroblasts in mouse mammary glands to the human interlobular fibroblasts. In the other major cluster, consisting of *Dpp4* ^*-*^ fibroblasts with three subclusters, Fib_1 cells showed higher expressions of adipogenic cell markers, *Fabp4* and *Lpl*, suggesting their commitment to adipogenesis. 

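In Fib_1-like cells, Fabp4 (ENSMUSG00000062515; chromosome 3 of GRCm38, 10204088 to 10208576) exceeded the mean of the other populations by a log2 fold change of 5.24 (standard error 0.23, adjusted p = 4.6e-10, edgeR). For Lpl (ENSMUSG00000015568; chromosome 8, 68880491 to 68907448) it was 2.36 (standard error 0.09, adjusted p = 3.4e-12, edgeR). Fabp4 reached 2515 CPM (counts per 1000000 UMIs; exact Poisson 95% interval 2501 to 2529) in the pooled Fib_1-like cells and 16.0 CPM (15.0 to 17.0) in Fib_0-like cells. The cluster that carried the markers of both Fib_1 and Fib_2 had 2042 CPM of Fabp4, and endothelial cells 5176 CPM.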

Fib_2 cells were characterized by the high expressions of ECM genes such as *Postn*, *Mfap4*, and *Tnc*. 

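Fib_2-like cells had higher levels of Postn (ENSMUSG00000027750; chromosome 3 of GRCm38, 54361109 to 54391037), Mfap4 (ENSMUSG00000042436; chromosome 11, 61485431 to 61488900) and Tnc (ENSMUSG00000028364; chromosome 4, 63959785 to 64047015) than the mean of the other populations. Their log2 fold changes were 3.39 (standard error 0.43, adjusted p = 2.3e-05), 4.70 (standard error 0.24, adjusted p = 1.2e-09) and 8.01 (standard error 0.22, adjusted p = 6.8e-13) in edgeR. Over the pooled Fib_2-like cells, Postn came to 3157 CPM. The cluster with the markers of both Fib_1 and Fib_2 had 3967 CPM of Postn.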

Fib_3 cells were positive for *Gdf10* and *F3*, which were identified to be the markers for “adipo-regulatory cells” observed in mouse white adipose tissues and skeletal muscle in recent studies (Schwalie et al., 2018; Camps et al., 2020). 

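Gdf10 (ENSMUSG00000021943; chromosome 14 of GRCm38, 33923587 to 33937983) had a log2 fold change of 5.00 in Fib_3-like cells (standard error 0.29, adjusted p = 1.5e-08, edgeR). F3 (ENSMUSG00000028128; chromosome 3, 121723537 to 121735048) was raised there by 4.31 (standard error 0.18, adjusted p = 3.4e-10, edgeR) and, to a lesser degree, by 0.97 in Fib_1-like cells (adjusted p = 0.00114, edgeR).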

A minor cluster, Fib_4, had an explicit expression of the preadipocyte marker, *Dlk1*, suggesting that Fib_4 fibroblasts represented the preadipocyte population in this dataset.

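Dlk1 (ENSMUSG00000040856; chromosome 12 of GRCm38, 109452823 to 109463336) was detected in 68 of the 12240 fibroblasts (0.556%, exact binomial 95% interval 0.432% to 0.704%) and in none of the 3036 immune cells. All 12 libraries of the series, of which 7 were not part of the study, were searched for fibroblasts with at least 2 Dlk1 UMIs. This gave 51 cells with a median of 15385 UMIs, none of them in VCD_E2_ICI. Their summed UMIs were compared with those of the other fibroblasts over a list of adipocyte-lineage genes and a list of nerve sheath fibroblast genes, both written before the data were examined. Of the 11 adipocyte-lineage genes, 3 were higher in the Dlk1-positive cells, and the mean log2 ratio of this list was -0.10. Among the 12 nerve sheath genes, 6 were higher, with a mean log2 ratio of 0.50. That mean rested largely on Angptl7 (4.04) and Sox9 (2.17), with Etv1 next (0.66), genes named here after seeing the values. The difference between the list means was 0.61, and it was 0.23 with at least 1 Dlk1 UMI and 0.43 with at least 3. In the clustering of the 12 libraries, 1 unnamed cluster of 33 cells had Dlk1 at 555.6 CPM (in 45.5% of its cells, 11 of them with at least 2 UMIs), and no other fibroblast cluster exceeded 3.01 CPM. Its 18 cells from the 5 libraries of the study also formed a cluster by themselves when only those libraries were clustered. In the cells of this cluster, an alternative chosen after seeing the data, the difference between the list means was 2.85. Genes of both lists could take part in the clustering, so this difference may be partly built in.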

**FIGURE 2:**
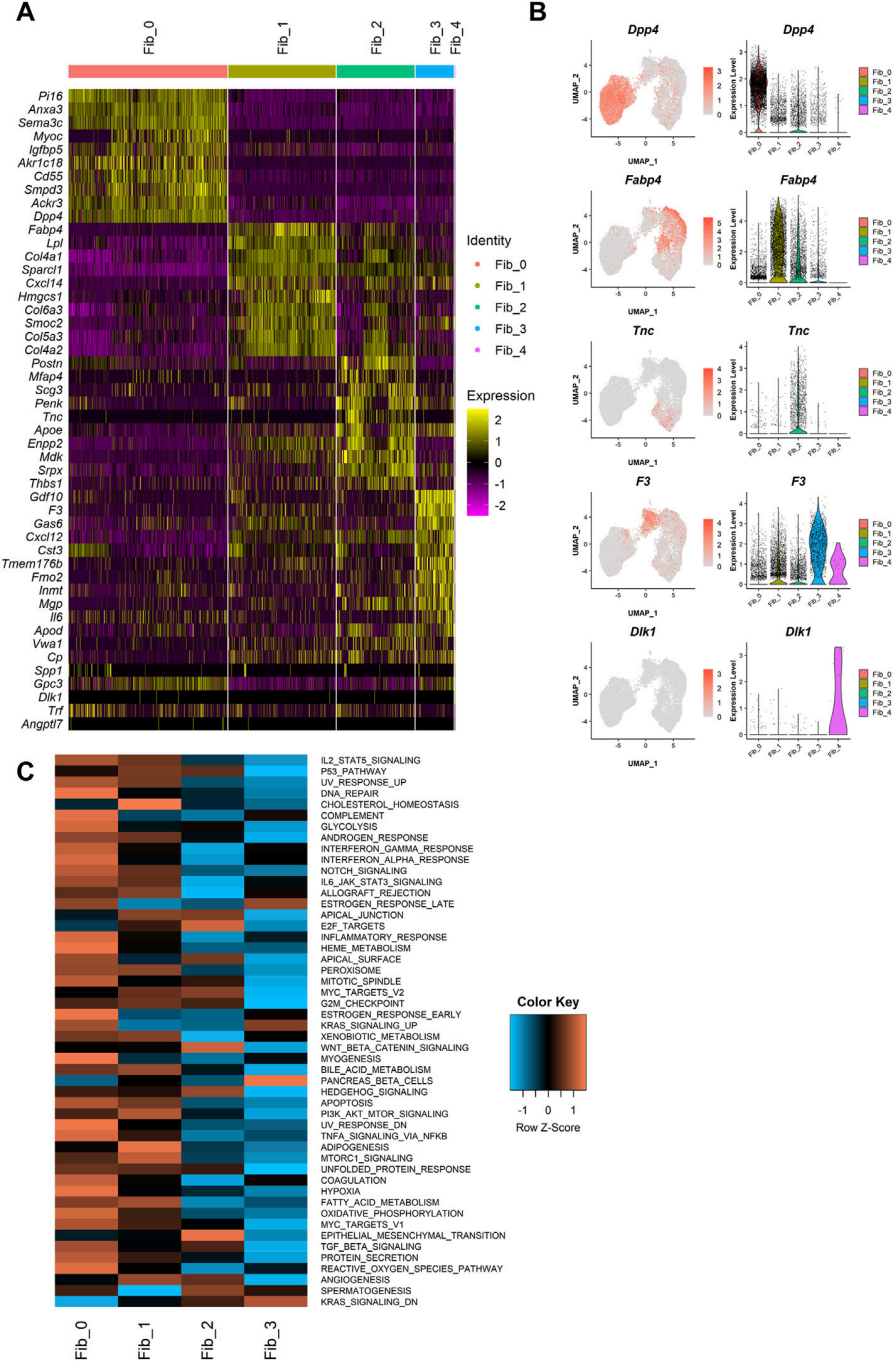
Characterization of the mammary gland fibroblast populations identified by the unbiased clustering. **(A)** The heatmap of the top 10 DEGs for each cluster. Each column represents each cell and each row represents each gene. Log-normalized gene count was scaled per gene. Color bar at the top indicates the cell clusters identified in Figure 1B. **(B)** The expressions of the identified marker genes for each cluster. Each feature plot on the left panel shows the distribution of the marker-expressing cells with color indicating the expression level. Each violin plot on the right panel shows the expression level of each gene in each cluster. **(C)** The heatmap of average ssGSEA scores for the hallmark gene sets in each cluster. ssGSEA score for each gene set was calculated from the log-normalized gene counts in each cell using the GSVA R package. Each row represents each gene set and each column represents the mean ssGSEA score for each cluster in each column. Color indicates the Z-score calculated by row.

Then, to further profile the functional commitments of each population to the organization of mouse mammary gland, we performed a gene signature analysis using single-sample gene set enrichment analysis (ssGSEA) (Barbie et al., 2009; Hänzelmann et al., 2013). The ssGSEA calculates a score that summarizes the expression of a set of genes at a single-cell level (i.e., ssGSEA score). For this analysis, “hallmark” gene sets, which represent 50 well-defined and essential biological states or processes, were referred from Molecular Signature Database (MSigDB) (Liberzon et al., 2015). Fib_4 cells were removed from this analysis because of the small number of cells and their expression of preadipocyte gene features. The ssGSEA score for each gene set was visualized on a heatmap (Figure 2C), and the top five significant gene sets for each population were listed in Table 1. *Dpp4* ^*+*^ Fib_0 fibroblasts showed the enrichment of “INFLAMMATORY_RESPONSE.” Fib_1 cells showed upregulation of adipose-related gene sets such as “CHOLESTEROL_HOMEOSTASIS” and “ADIPOGENESIS,” further indicating that they are related to the organization of adipose tissue around the mammary gland ducts. 

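The hallmark gene sets were not analysed here. A list of 21 genes of cholesterol synthesis and uptake, fixed before the data were examined and left out of the clustering, had a median log2 fold change of 1.92 in Fib_1-like cells against the mean of the other populations. Its adjusted p was 4.0e-33 in camera, a competitive gene set test with a preset correlation between genes of 0.01, and 3.9e-08 in fry. Hmgcs1, Idi1 and Sqle, which belong to this list, were among the leading genes of a Fib_1-like cluster whose first gene was Cxcl1.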

Fib_2 cells had a higher score in “EPITHELIAL_MESENCHYMAL_TRANSITION,” which includes many ECM-related genes, suggesting their roles in the regulation of ECM within the mammary gland stroma. Fib_3 cells showed relatively low scores for the hallmark gene sets, suggesting lower activity compared to the Fib_0 to Fib_2 populations. These results were further supported by an enrichment analysis available on MSigDB (Liberzon et al., 2015) in which we computed overlaps between the DEGs of each population and the genes included in the hallmark gene sets (Supplementary Table S1). Importantly, although the ssGSEA scores for “ESTROGEN_RESPONSE_EARLY” and “ESTROGEN_RESPONSE_LATE” were suggested to be relatively higher in Fib_0 and Fib_3, respectively (Table 1), the list of top 5 upregulated gene signatures from the latter enrichment analysis on the highly upregulated genes in Fib_0 and Fib_3 did not include these estrogen-regulated gene sets (Supplementary Table S1). These results indicated that the overall activation of “typical” estrogen-regulated genes was less significant in mouse mammary gland fibroblasts, even in the Fib_0 and Fib_3 cells. Together, our scRNA-seq analysis revealed the potential roles of each fibroblast population in the mouse mammary gland stroma.

**TABLE 1:** Top 5 significant gene signatures and mean ssGSEA scores for each fibroblast population.

Pathway	Mean (within cluster)	Mean (the other clusters)	Adjusted *p* value
Fib_0			
ESTROGEN_RESPONSE_EARLY	0.198	0.174	0
INFLAMMATORY_RESPONSE	0.221	0.198	0
KRAS_SIGNALING_UP	0.190	0.173	0
INTERFERON_ALPHA_RESPONSE	0.328	0.273	5.9E-275
INTERFERON_GAMMA_RESPONSE	0.327	0.286	1.5E-256
Fib_1			
CHOLESTEROL_HOMEOSTASIS	0.332	0.283	6.4E-268
ADIPOGENESIS	0.387	0.365	8.7E-106
MTORC1_SIGNALING	0.381	0.359	3.4E-90
APICAL_JUNCTION	0.204	0.195	7.2E-63
ALLOGRAFT_REJECTION	0.201	0.195	3.7E-43
Fib_2			
EPITHELIAL_MESENCHYMAL_TRANSITION	0.494	0.464	1.4E-145
KRAS_SIGNALING_DN	−0.106	−0.112	2.5E-32
APICAL_JUNCTION	0.204	0.196	2.6E-22
E2F_TARGETS	0.192	0.187	3.0E-21
WNT_BETA_CATENIN_SIGNALING	0.168	0.156	1.9E-18
Fib_3			
KRAS_SIGNALING_DN	−0.101	−0.112	2.5E-37
KRAS_SIGNALING_UP	0.188	0.179	4.5E-29
ESTROGEN_RESPONSE_LATE	0.197	0.191	4.5E-16
PANCREAS_BETA_CELLS	0.129	0.126	0.00025
COAGULATION	0.336	0.338	0.268,562

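Dpp4 UMIs were found in 98.6% of Fib_0-like cells, 24.2% of Fib_1-like, 30.6% of Fib_2-like and 25.5% of Fib_3-like cells. Among immune cells the share was 19.6%. The median depth was 19475 UMIs in Fib_0-like, 15393.5 in Fib_1-like, 10539.5 in Fib_2-like and 13269 in Fib_3-like cells. In cells thinned to 5000 UMIs, which left out 143, 32, 129 and 215 shallower cells of these populations, the shares were 93.9%, 10.8%, 17.2% and 14.7%, and 13.2% in immune cells. At equal depth, the shares of the Fib_1-like to Fib_3-like cells thus lay near that of immune cells. Whether immune cells express Dpp4 themselves was not examined, so this does not tell whether the UMIs in these populations are free RNA. Pdgfra was detected in 92.6%, 97.4%, 93.1% and 88.1% of Fib_0-like to Fib_3-like cells, and in 65.3%, 81.2%, 84.2% and 79.7% of the thinned cells.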

The characterization of the single-cell clusters recognized *Dpp4* as a highly specific marker for the Fib_0 cells (Figure 2B), whereas all populations expressed *Pdgfra*. Additionally, the Fib_0 cells showed higher expression of *Dpp4* than any of the other types of cells in the mammary glands (e.g., *Epcam* ^+^ epithelial cells and *Ptprc* ^*+*^ immune cells) (Supplementary Figure S2D). Therefore, to identify the localization of the two major types of mammary gland fibroblasts, *Dpp4* ^*+*^ and *Dpp4* ^*-*^ fibroblasts, defined from our scRNA-seq analysis, we performed immunostaining in two adjacent sections of normal mouse mammary gland tissue for DPP4 as the Fib_0-specific marker, and PDGFRα as the pan-fibroblast marker (Figure 3). 

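Over the pooled cells of the 5 libraries, Dpp4 reached 625.9 CPM in Fib_0-like cells (exact Poisson 95% interval 619.6 to 632.2). It came to 62.2 CPM in endothelial cells (49.5 to 77.2), 43.8 CPM in immune cells (41.5 to 46.1) and 15.0 CPM in luminal epithelial cells (10.6 to 20.7). The other fibroblast populations had 27.4 CPM (Fib_1-like), 51.6 CPM (Fib_2-like) and 49.6 CPM (Fib_3-like).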

From the hematoxylin and eosin (H&E) staining and immunostaining for PDGFRα (Figures 3A,B), we found that the PDGFRα^+^ fibroblasts were mainly located in two regions: in the connective tissues around and/or within the fat pad (Figure 3A, red) and a region adjacent to the mammary gland ducts within the fat pad (Figure 3A, green). In the immunohistochemical staining, we observed that the fibroblasts in the connective tissue co-expressed PDGFRα and DPP4, while most of the fibroblasts around the ducts within the fat pad were positive only for PDGFRα (Figures 3B,C, red arrowhead). Notably, some mammary gland ducts extended through the connective tissue within the fat pads, and the fibroblasts around these ducts were also positive for both DPP4 and PDGFRα (Figures 3B,C, green arrowhead), suggesting that all the fibroblasts in the connective tissues, around and/or within the fat pad, shared characteristics with *Dpp4* ^*+*^ fibroblasts regardless of contact to any mammary ducts. Also, we found some PDGFRα^+^/DPP4^-^ cells among the mature adipocytes (Figures 3B,C, yellow arrowhead), which might be preadipocytes or immune cells (e.g., macrophages) existing in the fat pad, and further investigation would be required to exactly elucidate what kind of cells they were. In summary, our results from scRNA-seq and the following histological evaluation indicated that there were two major types of mouse mammary gland fibroblasts, *Dpp4* ^*+*^ and *Dpp4* ^*-*^ fibroblasts, with distinct functional characteristics for mammary gland organization as well as discrete localization within the mouse mammary gland.

**FIGURE 3:**
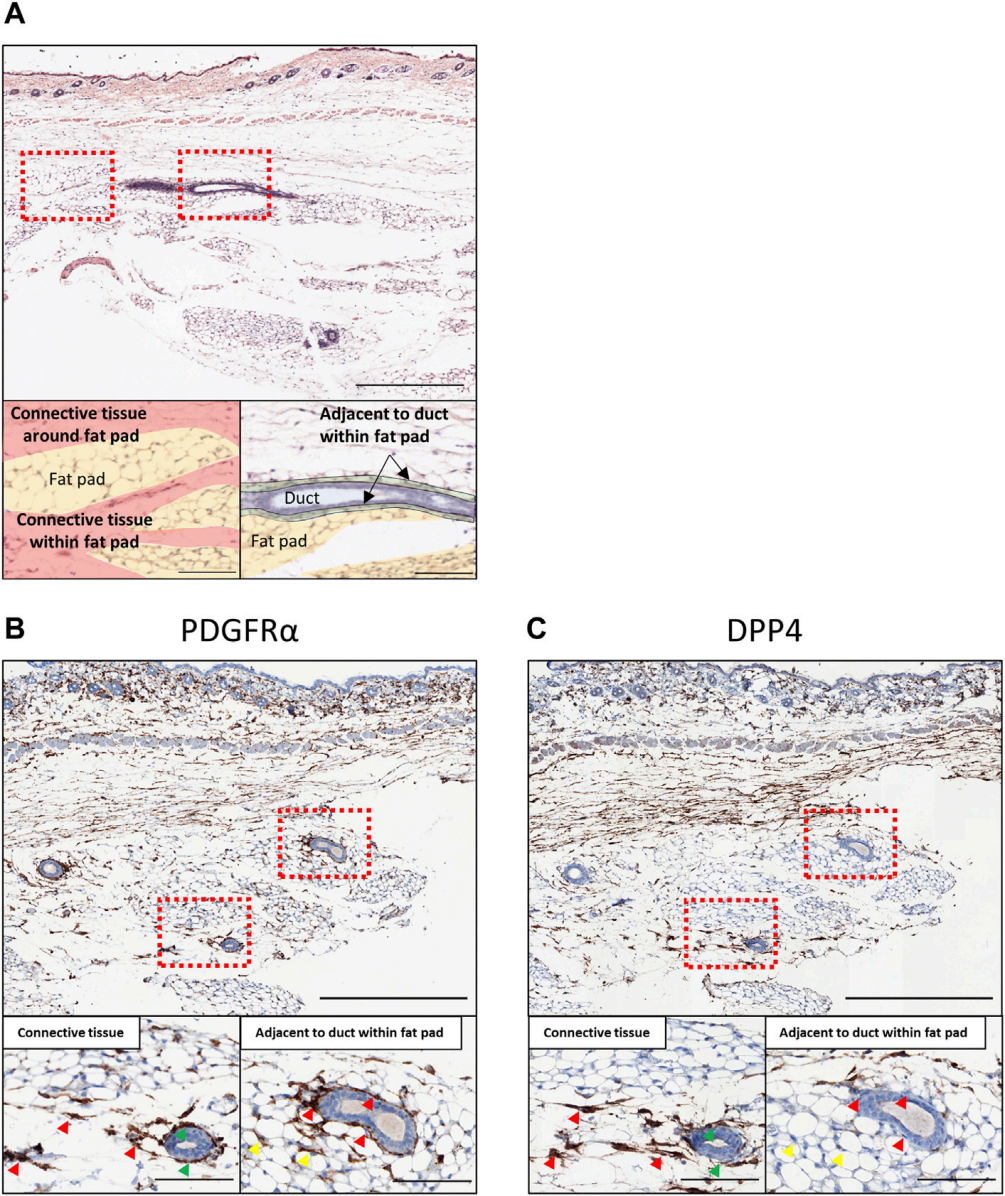
Histological evaluation in normal mouse mammary gland tissues. **(A)** The H&E staining of the normal mouse mammary gland. The bottom panels are colored according to histological annotation as indicated. **(B,C)** The immunohistochemical staining of normal mouse mammary gland for **(B)** PDGFRα and **(C)** DPP4. The mammary glands of eight-week-old C57BL/6J mice were collected together with skin (at the top part of the images) and cross-sectioned. The upper panels show the entire images of the mammary glands at low magnifications. The lower panels show the magnified images of the boxed area for the connective tissue region around/within the mammary fat pad (left) and the region adjacent to mammary gland ducts within the fat pad (right). Red arrowheads indicate the representative staining pattern of each fibroblast type for each target. Green arrowheads indicate the representative cells of PDGFRα^+^/DPP4^+^ around the mammary gland ducts going through the connective tissue region. Yellow arrowheads indicate the representative cells among the adipose tissue for each target. Scale bar = 500 μm (upper) and 100 μm (lower).

### E2 Treatment Affected Gene Expression Profiles of Mouse *Dpp4* ^*+*^ Fibroblasts and a Subcluster of *Dpp4* ^*-*^ Fibroblasts in an Indirect and Population-Specific Manner

To logically examine the response of mouse mammary gland fibroblasts to ovarian hormone treatments, we first checked the hormone receptor gene expressions (Figure 4A). *Esr1*, which encodes estrogen receptor α (ERα), was expressed in both types of fibroblasts, but was more significant in the *Dpp4* ^*+*^ fibroblasts (Fib_0) compared to the *Dpp4* ^*-*^ fibroblasts (Fib_1–3). 

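Esr1 (ENSMUSG00000019768) spans 4611593 to 5005614 on chromosome 10 of GRCm38. It was detected in 70.5% of Fib_0-like, 44.4% of Fib_1-like, 17.9% of Fib_2-like and 31.5% of Fib_3-like cells, against 5.67% of immune cells. After thinning to 5000 UMIs, the shares were 33.9%, 19.3%, 8.99% and 14.9%, against 2.85% in immune cells. The summed counts gave a log2 fold change of 1.50 for Fib_0-like cells against the mean of the other 3 populations (standard error 0.16, adjusted p = 1.3e-06, edgeR). Under the 17 alternatives it lay between 1.40 and 1.59, with adjusted p values of up to 7.3e-05.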

No cells expressed *Esr2* (encoding for ERβ), and very few cells expressed *Pgr* (encoding for progesterone receptor). 

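Esr2 (ENSMUSG00000021055) had a UMI in 2 of the 12240 fibroblasts (0.0163%, exact binomial 95% interval 0.00198% to 0.0590%) and in 1 of 3036 immune cells (0.0329%), so that its expression was not detectable at this depth. Pgr (ENSMUSG00000031870) was found in 7.83% of the fibroblasts, and in 3.22% of those thinned to 5000 UMIs. By population it was present in 18.6% of Fib_0-like, 1.05% of Fib_1-like, 1.59% of Fib_2-like and 1.52% of Fib_3-like cells. The share was 0.36% in immune cells and 40.4% in luminal epithelial cells. Thinned Fib_0-like cells had 7.83%, thinned luminal cells 30.2% and thinned immune cells 0.23%. Against the mean of the other populations, Pgr in Fib_0-like cells had a log2 fold change of 4.16 (standard error 0.32, adjusted p = 2.3e-08, edgeR).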

No attempts were made to further analyze this very small number of *Pgr* ^*+*^ cells. To validate ERα expression at the protein level, we performed immunostaining of ERα on mouse mammary gland tissue (Figure 4B). We observed that some of the fibroblasts in the connective tissue expressed ERα, whereas most of the fibroblasts adjacent to the ducts were negative for ERα (Figure 4B, red arrowhead). Again, ERα staining was also observed the cells within the fat pad, where ERα^+^ preadipocytes and immune cells would be located (Figure 4B, yellow arrowhead). The intense staining of the luminal cells of the mammary ducts (Figure 4B, orange arrowhead) validated the consistency of the current results to our previous findings (Kanaya et al., 2019). These results from immunostaining analyses supported the observation in our scRNA-seq results that there were more ERα^+^ fibroblasts in the *Dpp4* ^*+*^ cluster than in the other cluster (i.e., *Dpp4* ^*-*^ fibroblasts) in mouse mammary gland stroma.

**FIGURE 4:**
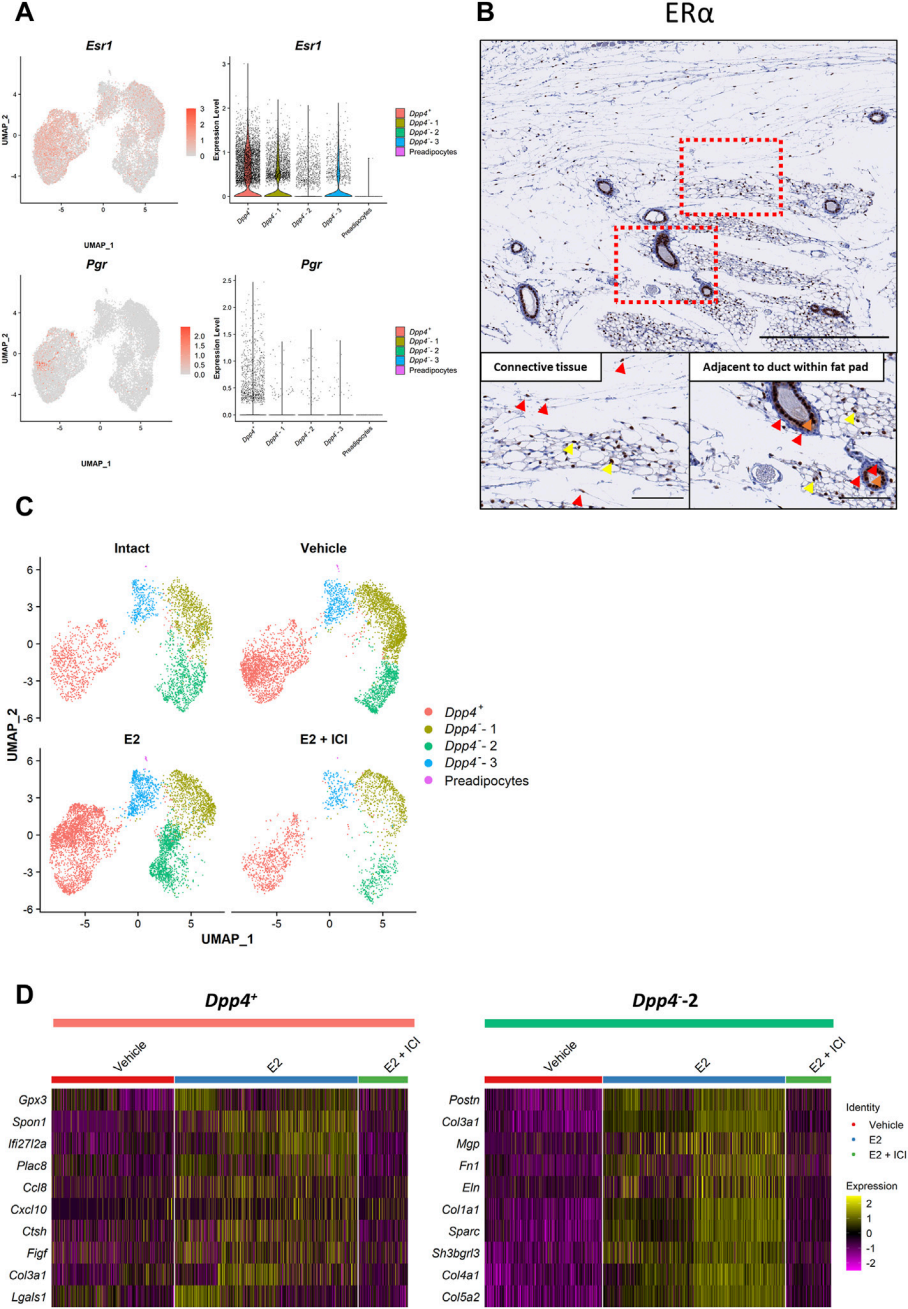
Estrogen treatment affects the gene expression profiles of the *Dpp4* ^*+*^ and *Dpp4* ^-^-2 fibroblasts in an indirect and population-specific manner. **(A)** The expression of the ovarian hormone receptors (*Esr1* and *Pgr*). *Esr2* expression was not detected in the dataset. Each feature plot on the left panel shows the distribution of the marker-expressing cells with color indicating the expression level. Each violin plot on the right panel shows the expression level of each gene in each cluster. **(B)** The immunohistochemical staining for ERα in the normal mouse mammary gland. The mammary glands of eight-week-old C57BL/6J mice were collected together with skin (at the top part of the images) and cross-sectioned. The upper panels show the entire images of the mammary glands at low magnifications. The lower panels show the magnified images of the boxed area for the connective tissue region around/within the mammary fat pad (left) and the region adjacent to the mammary gland ducts within the fat pad (right). Red arrowheads indicate the representative staining pattern of each fibroblast type. Yellow arrowheads indicate the positive staining in the cells among the adipose tissue. Orange arrowheads indicate the positive staining in the mammary luminal epithelial cells. Scale bar = 500 μm (upper) and 100 μm (lower). **(C)** The UMAP plot for the cells from each treatment group. “Intact” (top left) and “E2 + ICI” (bottom right) includes the cells from the intact (Intact) and E2+ICI group (VCD_E2_ICI) of the VCD model, respectively. “Vehicle” (top right) includes the cells from the vehicle groups of the OVX and VCD models (OVX_vehicle and VCD_vehicle). “E2” (bottom left) includes the cells from the E2 and E2+P4 groups of the OVX and VCD models (OVX_E2, OVX_E2_P4, VCD_E2 and VCD_E2_P4). Each cell is represented by each dot and is colored according to the clusters. **(D)** The heatmap of the top 10 most-upregulated genes in the E2-treated cells compared to the vehicle-treated cells in the *Dpp4* ^*+*^ and *Dpp4* ^-^-2 fibroblasts. Each column represents each cell and each row represents each gene. Log-normalized gene count was scaled per gene. Color bar at the top indicates the cell types (*Dpp4* ^*+*^ fibroblasts, pink; *Dpp4* ^-^-2 fibroblasts, green) and treatment groups (vehicle, red; E2, blue; E2 + ICI, green).

In our scRNA-seq analysis, E2 treatment in both models (OVX_E2 and VCD_E2) predominantly affected the distribution of fibroblasts on the UMAP plot, especially in the *Dpp4* ^*+*^ fibroblasts and the Fib_2 subcluster of the *Dpp4* ^*-*^ fibroblasts (*Dpp4* ^-^-2 fibroblasts) (Supplementary Figure S3A). However, the E2 + P4 treatment (OVX_E2_P4 and VCD_E2_P4) did not make remarkable changes in the fibroblast distribution when compared to E2 treatment alone. These results indicated that the addition of P4 to E2 treatment did not have much of an influence on the gene expression profiles of the mammary gland fibroblasts. Moreover, when we analyzed the DEGs between the E2 + P4 group and the vehicle group in each model (Supplementary Figures S3B, S3C), more significantly affected genes, which were located at the upper right or left edge of the volcano plots, were consistently regulated in the E2 group. 

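The shift between libraries was put into numbers without an embedding. Sums per library and population were thinned to 1019136 UMIs, and the root mean square log2 difference, on the scale log2(CPM + 1), was taken over 2670 genes with a mean of at least 50 CPM and averaged over 10 draws. Between VCD_vehicle and VCD_E2, this distance was 0.467 in Fib_0-like, 0.404 in Fib_1-like, 0.599 in Fib_2-like and 0.389 in Fib_3-like cells. Random splits of the cells of single libraries into 2 equal parts, which differ by counting noise and by the mix of their cells, lay 0.239 to 0.359 apart. The distance in Fib_2-like cells was 1.48 times that in Fib_1-like cells (1.42 to 1.55 from the range over the draws). The clustering at resolution 0.5 moved this ratio most, to 1.16.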

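VCD_E2 and VCD_E2_P4 lay 0.389 apart in Fib_0-like, 0.346 in Fib_1-like, 0.541 in Fib_2-like and 0.375 in Fib_3-like cells. From VCD_vehicle to VCD_E2_P4 the distances were 0.432, 0.406, 0.916 and 0.412. In Fib_2-like cells the E2 + P4 library was thus farther from vehicle than the E2 library, by more than the range over the draws. These libraries drew their Fib_2-like cells from different clusters, so the distances include a difference between clusters. A single cluster held 211 of these cells in VCD_E2_P4, 80 in VCD_E2 and 1 in VCD_vehicle. The other Fib_2-like clusters held 5 and 3 cells in VCD_E2_P4, 79 and 21 in VCD_E2, and 474 and 119 in VCD_vehicle. The mix of the Fib_0-like clusters differed as well: a single one held 62 cells in VCD_vehicle, 150 in VCD_E2 and 617 in VCD_E2_P4.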

From these observations, we considered that the effects of P4 on mouse mammary gland fibroblasts in the presence of E2 were less prominent. Therefore, to define the effect of E2 on gene expressions of each population of mammary gland fibroblasts, we combined the data from each model into “Intact” (intact), “Vehicle” (OVX_vehicle and VCD_vehicle), “E2” (OVX_E2, OVX_E2_P4, VCD_E2, and VCD_E2_P4), and “E2 + ICI” (VCD_E2_ICI) groups (Supplementary Figure S3A) and then performed DEG analysis and ssGSEA scoring. 

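P4 was tested in a layout of 9 VCD libraries, to which the study contributed 3, VCD_vehicle, VCD_E2 and VCD_E2_P4. The other 6 were not part of the study and came from mice fed polybrominated diphenyl ethers (PBDEs) with the same hormone treatments. At the low dose, PBDE-47, PBDE-100 and PBDE-153 were given at 0.05, 0.0028 and 0.0063 mg/kg per day for 20 weeks, and at the high dose at 1, 0.056 and 0.126 mg/kg per day for 1 week. Each hormone treatment thus had 3 libraries, 1 per PBDE level, with 41737881 to 109224969 UMIs each. The 12 libraries of the series were clustered together for this. Kept out of the populations, as carrying both sets of markers or as unnamed, were 0.62% and 18.2% of the fibroblasts of VCD_vehicle, 6.55% and 27.7% of VCD_E2, 15.0% and 18.5% of VCD_E2_P4, 0.17% and 15.9% of VCD_LowPBDE, 6.65% and 29.6% of VCD_LowPBDE_E2, 10.7% and 39.4% of VCD_LowPBDE_E2_P4, 0.30% and 18.0% of VCD_HighPBDE, 15.7% and 13.8% of VCD_HighPBDE_E2, and 13.0% and 19.1% of VCD_HighPBDE_E2_P4. Then edgeR's quasi-likelihood test was run on sums per library with PBDE level as a covariate and 4 residual degrees of freedom. Between E2 + P4 and E2 alone, 11 genes were raised and 3 lowered at an adjusted p under 0.05 in Fib_0-like cells, of 12502 tested. In Fib_2-like cells 231 were raised and 336 lowered, of 11409. The largest number in Fib_2-like cells without 1 library was 1157 (without VCD_HighPBDE_E2) and the smallest 107 (without VCD_LowPBDE_E2_P4). With the genes the study names kept among the variable genes, 2 were called there, but VCD_E2_P4 and VCD_HighPBDE_E2_P4 then had only 18 and 16 Fib_2-like cells and VCD_LowPBDE_E2_P4 had too few for a sum, so that this number says little. Of the 567 genes, 507 (89.4%) had moved in the same direction under E2 alone. The 2 Fib_2-like clusters were also tested apart, a choice made after seeing the data. The larger and the smaller held 141 and 46 cells in VCD_E2, and 14 and 215 in VCD_E2_P4. In the larger edgeR called 0 genes for P4, but the E2 + P4 libraries had only 14, 14 and 32 cells there. The smaller gave 26 genes. How far this change in mix contributes to the 567 genes stays open. In Fib_1-like cells edgeR called no gene, with 901 at an unadjusted p under 0.05 and 4 called by DESeq2, and in Fib_3-like cells it called 25.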

In the combined plot, E2 treatment changed the distribution of the *Dpp4* ^*+*^ fibroblast cluster and the *Dpp4* ^-^-2 fibroblasts (Figure 4C). However, the changes were not apparent in the *Dpp4* ^-^-1 and -3 clusters, indicating that E2 treatment did not significantly change the gene expression in these populations. 

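In the 9-library layout, the mean of the E2 and E2 + P4 groups was compared with the libraries without hormone by edgeR. In Fib_1-like cells this called 106 genes raised and 71 lowered of 11635, and in Fib_3-like cells 297 raised and 181 lowered of 11056. With 1 library left out, the counts were lowest without VCD_LowPBDE (58 and 145) and highest without VCD_HighPBDE_E2 (289 and 519). Fib_0-like cells had 647 raised and 527 lowered genes of 12502, and between 239 (without VCD_LowPBDE) and 1215 (without VCD_vehicle) with 1 library left out. The mix of the Fib_0-like clusters changed as well. A single one held 53, 14 and 16 cells at no, low and high PBDE without hormone. With E2 it held 174, 259 and 95 cells, and with E2 + P4 613, 895 and 165. No test was run within the Fib_0-like clusters, so how far the mix contributes to the Fib_0-like genes stays open. E2 alone against no hormone, without the E2 + P4 libraries, gave 5 genes in Fib_0-like, 44 in Fib_1-like and 126 in Fib_3-like cells. This fit had fewer libraries and residual degrees of freedom, so its smaller counts do not by themselves show a weaker effect of E2 alone. Over all fibroblasts, the contrast of E2 alone within the 9-library fit called 1180 genes. Fib_2-like cells had 2062 raised and 2095 lowered genes of 11409, and 1595 in all with E2 alone.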

Strikingly, ICI treatment reversed the distribution of cells as depicted in the vehicle group, demonstrating that the changes in gene expressions associated with E2 treatment occurred through E2-ER signaling pathway. Also, the fibroblasts from the intact group, which were exposed to physiological levels of E2, were shown to be evenly distributed within each cluster. 

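In Fib_2-like cells, VCD_E2_ICI lay 0.380 from VCD_vehicle and 0.521 from VCD_E2. In Fib_0-like cells these distances were 0.451 and 0.436, and VCD_E2_P4 lay 0.479 from VCD_E2_ICI, so that the ICI library was about as far from vehicle as from the libraries with E2. A score was also built from genes that edgeR called for E2 in the 6 PBDE libraries alone (413 raised and 294 lowered in Fib_0-like cells, 1250 and 1247 in Fib_2-like cells) and read in the other libraries as the mean log2 CPM of raised minus lowered genes. In percent of the shift from VCD_vehicle to the mean of VCD_E2 and VCD_E2_P4, Fib_0-like cells of VCD_E2_ICI had -35.5% and Fib_2-like cells 16.6%. VCD_E2 itself had 73.5% and 74.6%, and VCD_E2_P4 126% and 125%. No alternative brought the ICI value above -25.9% in Fib_0-like or 23.2% in Fib_2-like cells. Across 2702 genes with at least 50 CPM, the log2 difference between VCD_E2_ICI and VCD_vehicle in Fib_0-like cells correlated with that between high and low PBDE (Pearson's r = 0.46 across genes, which are not independent replicates). The ICI library thus shared a difference with libraries that received no ICI.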

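Intact lay 0.289 from VCD_vehicle in Fib_0-like, 0.337 in Fib_1-like, 0.424 in Fib_2-like and 0.310 in Fib_3-like cells. On the score of E2-regulated genes, Intact had 27.1% of the shift in Fib_0-like and 33.6% in Fib_2-like cells, where the second VCD vehicle library of the series, VCD_vehicle_NormEnv, had 12.2% and 16.8%.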

To further elucidate the effect of E2 on these two populations of mammary gland fibroblasts, we compared the gene expression profiles and ssGSEA scores between the vehicle and E2 group cells within the *Dpp4* ^*+*^ fibroblasts and the *Dpp4* ^-^-2 fibroblasts (Figure 4D and Table 2). 

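Ifi27l2a (ENSMUSG00000079017; chromosome 12 of GRCm38, 103442167 to 103443680) lies beside its paralog Ifi27l2b (103450898 to 103457223). In Fib_0-like cells it rose from 1959 CPM in VCD_vehicle (exact Poisson 95% interval 1932 to 1986) to 3480 in VCD_E2 (3444 to 3515) and 4486 in VCD_E2_P4 (4457 to 4515), and VCD_E2_ICI had 1293. Cxcl10 (ENSMUSG00000034855) rose from 119.5 CPM (113.0 to 126.3) to 234.7 (225.6 to 244.1) and 302.5 (295.0 to 310.2), and VCD_E2_ICI had 239.3 (229.1 to 249.7). Ccl8 (ENSMUSG00000009185) rose from 37.6 CPM to 108.0 and 109.7, with 25.2 under ICI. Figf (ENSMUSG00000031380) rose from 128.7 CPM to 175.8 and 265.0, with 127.8 under ICI. For the Lgals gene the paper names, Lgals1 (ENSMUSG00000068220) was read, with 1525 CPM (1502 to 1549) in vehicle, 1863 under E2 and 1555 (1537 to 1572) under E2 + P4. In the 9-library edgeR test, whose libraries include these, the log2 fold changes were 1.31 for Ifi27l2a (standard error 0.12, adjusted p = 0.00152), 0.99 for Cxcl10 (0.20, adjusted p = 0.0312), 2.03 for Ccl8 (0.15, adjusted p = 0.00150), 1.24 for Figf (0.19, adjusted p = 0.0144) and 0.32 for Lgals1 (0.08, adjusted p = 0.0410). Under 23 alternatives, Ccl8 was called in all, Ifi27l2a in 22, Figf in 19, Cxcl10 in 14 and Lgals1 in 11, always in the same direction.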

In the *Dpp4* ^*+*^ fibroblasts, E2 treatment induced interferon (IFN)-regulated genes, such as *Ifi27l2a* and *Cxcl10*, as well as immune-modulatory or angiogenic factors (e.g., *Ccl8*, *Figf*, and *Lgals*) as shown in the top 10 upregulated-gene list (Figure 4D). Correspondingly, in the ssGSEA, the *Dpp4* ^*+*^ fibroblasts upregulated INTERFERON_ΑLPHA_RESPONSE and INTERFERON_GAMMA_RESPONSE gene sets upon E2 treatment (Table 2). On the other hand, *Dpp4* ^-^-2 fibroblasts with E2 increased the expression of various collagen genes (*Col1a1*, *Col3a1*, *Col4a1*, and *Col5a2*) and other ECM genes (*Postn*, *Mgp*, *Fn1*, *Eln*, and *Sparc*) (Figure 4D). Also, the *Dpp4* ^-^-2 fibroblasts in the E2 group upregulated the gene signature related to ECM production (EPITHELIAL_MESENCHMAL_TRANSITION) (Table 2). However, in both the *Dpp4* ^*+*^ and *Dpp4* ^-^-2 fibroblasts, E2 treatment did not have much of an impact on the expression of estrogen-regulated gene signatures (i.e., ESTROGEN_RESPONSE_EARLY and _LATE). These results suggested that E2 showed population-specific effects on both the *Dpp4* ^*+*^ and *Dpp4* ^-^-2 fibroblasts, but the changes of the gene expressions were induced possibly through an indirect or non-classical manner, even in the ERα-expressing *Dpp4* ^*+*^ fibroblasts.

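The hallmark sets of this scoring were not used here. A list of 39 interferon-induced genes, fixed before the data were examined and left out of the clustering, was read instead. In Fib_0-like cells, the median log2 ratio to VCD_vehicle of 37 of its genes was 0.76 in VCD_E2 and 0.70 in VCD_E2_P4, both above all of 10000 random lists of the same size matched on mean expression. In VCD_E2_ICI (-0.53) and Intact (-0.15), the median over 35 genes was below all random lists. For Fib_2-like cells the medians were -0.80 in VCD_E2, -1.23 in VCD_E2_P4, -0.52 in VCD_E2_ICI and -0.59 in Intact. In the 9-library edgeR fit, 24 of 38 genes were raised in Fib_0-like cells over all genes tested and 35 when adjusted over the list alone, with a median log2 fold change of 0.90 (camera, adjusted p = 1.3e-43; fry, adjusted p = 0.0166). In Fib_2-like cells 24 of 36 were lowered, and 25 adjusted over the list alone, with a median of -0.73 (camera, adjusted p = 4.4e-07; fry, adjusted p = 0.0403). Within the larger Fib_2-like cluster alone this median was -0.36 (35 genes). For the rise in Fib_0-like cells, a change in the mix of their clusters was not tested. The list was also raised in Fib_1-like cells (median 0.28; camera, adjusted p = 8.5e-17) and Fib_3-like cells (median 0.73; camera, adjusted p = 5.5e-67). In the libraries of the study, Fib_1-like cells showed no rise, with medians of -0.02 in VCD_E2 (above 42.2% of random lists) and -0.01 in VCD_E2_P4 (above 50.5%), and Fib_3-like cells had 0.27 and 0.73. Of 84 splits of the 9 libraries, fitted without the PBDE term, 3 gave the list in Fib_0-like cells a camera p as small as the real split, 2 in Fib_3-like, 5 in Fib_1-like and 19 in Fib_2-like cells, so that chance was not excluded for Fib_1-like and Fib_2-like cells. Of 27 assignments that kept the PBDE levels apart, fitted with the PBDE term, 1, the real one, did so in Fib_0-like cells, 2 in Fib_3-like, 3 in Fib_1-like and 9 in Fib_2-like cells. Both kinds of split thus argue against chance for Fib_0-like cells alone. With 27 assignments 1 is the lowest number possible, and no correction was made for the number of lists. Of the 10 of 17 list tests that camera called in all populations, all but the respiratory chain list in Fib_3-like cells were also called by fry.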

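In Fib_2-like cells, Col1a1 rose from 2703 CPM in VCD_vehicle (exact Poisson 95% interval 2659 to 2748) to 9864 in VCD_E2 (9754 to 9974) and 22353 in VCD_E2_P4, with 4352 in VCD_E2_ICI. Col3a1 (ENSMUSG00000026043) rose from 3670 CPM to 15706 and 29580, with 6126 under ICI. Postn rose from 658.2 CPM to 2871 and 7865, with 1244 under ICI. All 9 collagen and ECM genes the study names, Col4a1, Col5a2, Mgp, Fn1, Eln and Sparc included, were higher in both VCD_E2 and VCD_E2_P4 than in VCD_vehicle. The 9-library edgeR test gave a log2 fold change of 2.19 for Col1a1 (standard error 0.12, adjusted p = 2.2e-07), 2.55 for Col3a1 (0.13, adjusted p = 2.2e-07), 1.57 for Col4a1 (0.11, adjusted p = 5.3e-07), 2.06 for Col5a2 (0.14, adjusted p = 4.8e-07) and 2.00 for Sparc (0.12, adjusted p = 3.1e-07). These 5 genes were called under all 23 alternatives. For Postn it was 3.64 (0.55, adjusted p = 0.00673), for Fn1 2.61 (0.44, adjusted p = 0.00863), for Eln 2.17 (0.47, adjusted p = 0.0192) and for Mgp 1.79 (0.44, adjusted p = 0.0318), called in 21, 21, 19 and 12 of the alternatives. Within the larger of the 2 Fib_2-like clusters alone, an alternative chosen after seeing the data, 853 genes were called for E2.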

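The epithelial-mesenchymal transition set was not analysed here. A list of every other collagen chain (40 genes, without the 4 named in the paper) was fixed before the data were examined. In Fib_2-like cells its median log2 ratio to VCD_vehicle was 1.25 in VCD_E2 (22 genes) and 1.72 in VCD_E2_P4 (24 genes), above all random lists. It was 0.24 both in VCD_E2_ICI (20 genes, above 99.7% of random lists) and in Intact (above 99.6%). Fib_0-like cells had medians of 0.18 under E2 and -0.03 under E2 + P4. The 9-library edgeR fit called 18 of 27 collagen genes raised and 2 lowered in Fib_2-like cells, and 18 and 3 adjusted over the list alone, with a median log2 fold change of 1.44 (camera, adjusted p = 1.1e-11; fry, adjusted p = 0.00102). The real split was the only 1 of 84 with a camera p this small, and the only 1 of 27 that kept the PBDE levels apart. In Fib_0-like cells the median was 0.21 (camera, adjusted p = 0.0437; fry, adjusted p = 0.0388), and 15 of 84 splits and 3 of those 27 gave as small a p.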

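A list of 28 classical estrogen receptor targets, Greb1 and Pgr among them, was fixed before the data were examined. The median log2 ratio to VCD_vehicle in Fib_0-like cells was -0.36 in VCD_E2 and -0.31 in VCD_E2_P4 over 14 genes, below all random lists and above 0.04% of them. In Fib_2-like cells it was -0.06 in VCD_E2 (10 genes, above 25.8% of random lists) and 0.11 in VCD_E2_P4 (12 genes, above 61.5%). The 9-library edgeR fit called 0 genes raised and 3 lowered of 19 in Fib_0-like cells, and 1 and 3 adjusted over the list alone. For Fib_2-like cells it called 2 raised and 4 lowered of 15 on either basis. camera did not call the list in Fib_0-like cells (median -0.13, adjusted p = 0.106) or in Fib_2-like cells (median -0.15, adjusted p = 0.111), whereas fry called it lowered in Fib_2-like cells (adjusted p = 0.00407). Within the larger Fib_2-like cluster alone the median was 0.05 (13 genes). In the cluster with the markers of both Fib_1 and Fib_2 it was 0.43 (19 genes), where VCD_vehicle alone stood for no hormone. These values leave out the cluster with the highest Pgr and Greb1 levels of the 12-library clustering (101.5 and 78.6 CPM, in 60.9% and 66.2% of its cells), which stayed unnamed. Of its 622 cells, 92.6% came from libraries with E2 or E2 + P4, 241 from VCD_E2, 12 from VCD_E2_P4, 44 from Intact and 1 from VCD_vehicle. Over all fibroblasts, this cluster included, the list had a median log2 fold change of -0.05 under E2 (23 genes), with Pgr at 0.34 (adjusted p = 0.709) and Greb1 at 0.60 (adjusted p = 0.486) in edgeR. For E2 alone against no hormone, as a contrast within the 9-library edgeR fit, the list median there was -0.08. In that contrast Pgr was at 1.24 (adjusted p = 0.276, edgeR) and Greb1 at 1.44 (adjusted p = 0.201, edgeR), neither called.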

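Whether the response to E2 differs between the populations was tested directly, as the interaction of population and hormone in 1 edgeR fit of the Fib_0-like and Fib_2-like sums of the 9 libraries. Of 12874 genes, 1690 responded more positively in Fib_2-like cells and 1805 in Fib_0-like cells. These 3495 genes fell to 1986 without VCD_LowPBDE, to 1493 with thinned sums and to 869 with E2 alone, without the E2 + P4 libraries. They fell to 539 when the genes the study names were kept among the variable genes. In that setting 1 E2 + P4 library gave no Fib_2-like sum and the other 2 rested on 18 and 16 cells. In 33 of 38 interferon genes the response was higher in Fib_0-like cells, and in none was it higher in Fib_2-like cells. Of 29 collagen genes, 14 responded more in Fib_2-like and 2 in Fib_0-like cells. Of the genes called for E2 in both populations (546), 351 moved in the same direction and 195 in opposite directions. Across 11021 genes, the log2 fold changes of the populations had a Pearson's r of 0.13. From the interferon and ECM responses, which stood beside little change of the estrogen-regulated gene sets, the paper proposes that E2 acts on these fibroblasts in a population-specific manner and possibly by an indirect or non-classical route.

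**Figure D1:**
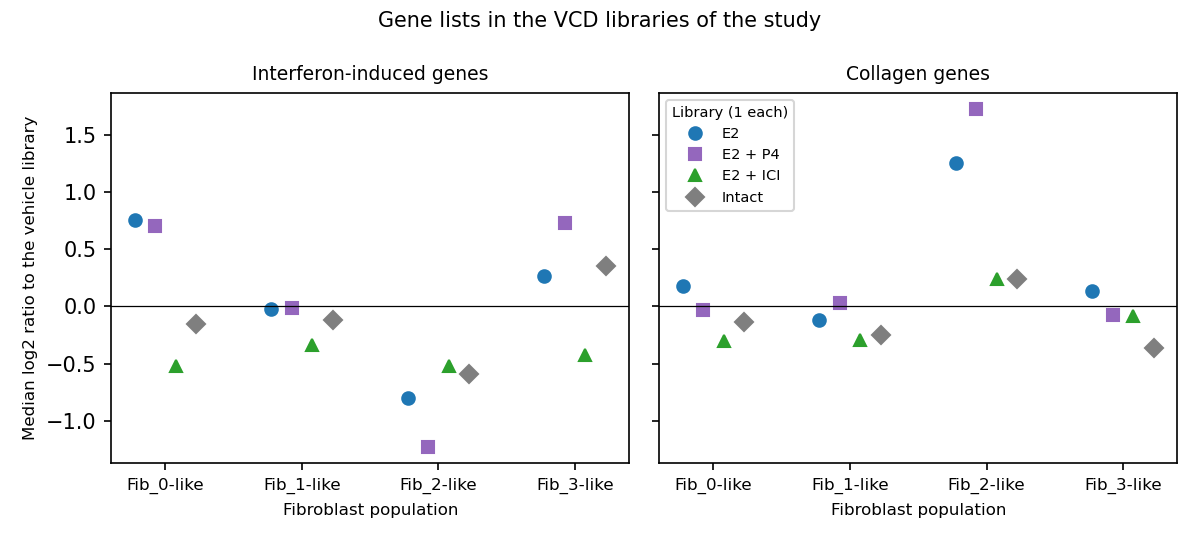
Median log2 ratio to the vehicle library of the interferon-induced genes (left) and collagen genes (right), on the vertical axis, by fibroblast population on the horizontal axis. Each point is 1 library; in Fib_0-like cells the interferon medians of the E2 (0.76) and E2 + P4 (0.70) libraries are above 0 and in Fib_2-like cells below (-0.80 and -1.23), where the collagen medians are highest (1.25 and 1.72).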

**TABLE 2:** Top 5 significant gene signatures and mean ssGSEA scores upregulated by E2 treatment.

Pathway	Mean (Vehicle group)	Mean (E2 group)	Adjusted *p* value
Upregulated by E2 in *Dpp4* ^*+*^ fibroblasts			
INTERFERON_ALPHA_RESPONSE	0.278	0.368	3.8E-189
EPITHELIAL_MESENCHYMAL_TRANSITION	0.433	0.478	3.2E-152
INTERFERON_GAMMA_RESPONSE	0.294	0.352	3.3E-147
COMPLEMENT	0.272	0.302	3.7E-141
APOPTOSIS	0.364	0.399	4.9E-131
Upregulated by E2 in *Dpp4* ^-^-2 fibroblasts			
OXIDATIVE_PHOSPHORYLATION	0.401	0.538	1.3E-183
PROTEIN_SECRETION	0.381	0.485	2.6E-171
EPITHELIAL_MESENCHYMAL_TRANSITION	0.449	0.527	8.8E-156
DNA_REPAIR	0.249	0.326	1.5E-155
ANGIOGENESIS	0.378	0.455	2.5E-153

### Integrative Analyses Combined With Mouse Fibroblast Atlas Revealed the Uniqueness of the Differentiation Processes Among Mammary Gland Fibroblasts

A recent study generated a “fibroblast atlas” by integrating the fibroblast scRNA-seq data from various mouse organs in steady states (Buechler et al., 2021). In this mouse fibroblast atlas, there are “universal” fibroblasts and “specialized” fibroblasts. The universal fibroblasts, or *Pi16* ^*+*^ (also *Dpp4* ^*+*^) and *Col15a1* ^*+*^ fibroblasts, exist across the tissues and are suggested to serve as the progenitor for the specialized fibroblasts. The reported specialized fibroblasts (e.g., *Ccl19* ^*+*^, *Npnt* ^*+*^, or *Fbln* ^*+*^) can be found in a tissue-specific manner and present selective gene expressions (Buechler et al., 2021). Since the atlas dataset by Buechler et al. (2021) did not include mammary gland fibroblasts, we integrated their steady-state mouse fibroblast atlas dataset with our own, as well as four other scRNA-seq datasets containing normal mouse mammary gland fibroblasts (Schaum et al., 2018; Li et al., 2020; Lo et al., 2020; Sebastian et al., 2020) (Figures 5A,B). After completing data integration using the Harmony R package (Korsunsky et al., 2019), we confirmed that the cluster distribution from the published atlas was well maintained on the UMAP plot (Figure 5A). When we visualized the distribution of the mammary gland fibroblast populations among the clusters from the fibroblast atlas (Figure 5B), our *Dpp4* ^*+*^ and *Dpp4* ^-^-1 fibroblasts were included in the *Pi16* ^*+*^ and *Col15a1* ^*+*^ universal fibroblast clusters, respectively. On the other hand, the *Dpp4* ^-^-2 and -3 fibroblasts from our dataset were distributed among the specialized fibroblast clusters from other organs/tissues in the fibroblast atlas. Intriguingly, these *Dpp4* ^-^-2 and -3 cells were located among the reported different fibroblast clusters, indicating that the fibroblasts in mammary glands would include separated lineages of specialized fibroblasts.

**FIGURE 5:**
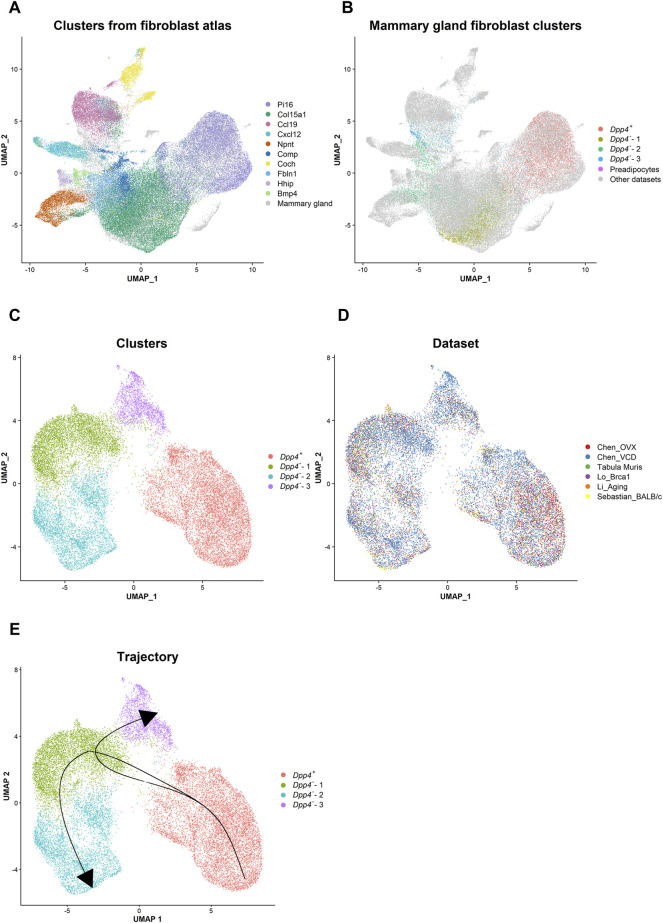
Integrative analysis reveals the lineage trajectory of mouse mammary gland fibroblasts. **(A)** The distribution of the steady state fibroblast clusters (Buechler et al., 2021) in the UMAP plot after the data integration with the mammary gland fibroblast datasets using the Harmony R package. Each cell is represented by each dot (*n* = 82,410) and is colored according to the clusters identified in the paper from Buechler et al., 2021. Mammary gland fibroblasts are colored in gray. **(B)** The distribution of the mammary gland fibroblast clusters identified in our own dataset in the UMAP plot. Each cell from our dataset (Chen_OVX/VCD) is represented by each dot and is colored according to the mammary gland fibroblast clusters as indicated in Figure 1B. The cells from the other datasets are colored in gray. **(C,D)** The UMAP plot of the integrated mammary gland fibroblast dataset. Each cell is represented by each dot (*n* = 21,861) and is colored according to **(C)** the cluster identified by the unbiased clustering and **(D)** the originated datasets. **(E)** The lineage trajectory of mammary gland fibroblasts inferred by the Slingshot R package. The principal curve was generated based on the pseudotime shown in Supplementary Figure S4C.

Then, to infer the differentiation trajectory within mouse mammary gland fibroblasts, we re-integrated only the mammary gland fibroblast datasets (ours and those by Schaum et al., 2018; Li et al., 2020; Lo et al., 2020; Sebastian et al., 2020; Saeki et al., 2021) (Figures 5C–E). After the integration, we identified four clusters (Figure 5C). Importantly, even after including the other datasets, the results presented a very similar clustering and marker expression pattern as compared to the results from our own datasets (Chen_OVX/VCD) (Supplementary Figures S4A, S4B). Therefore, we kept the same definitions as the populations determined from the analyses on our own datasets (i.e., *Dpp4* ^*+*^ and *Dpp4* ^-^-1 to -3) for these newly integrated clusters. The cells from individual dataset were evenly distributed in each cluster (Figure 5D), demonstrating that the findings from our analysis were consistently observed in mouse mammary glands. Using this integrated mammary gland fibroblast dataset, we performed a trajectory and pseudotime inference analysis using the Slingshot R package (Street et al., 2018). Considering the similarity of the *Dpp4* ^*+*^ fibroblasts to the universal fibroblast and the *Dpp4* ^-^-3 fibroblasts to one of the specialized fibroblasts in the fibroblast atlas (Figure 5B), we set the *Dpp4* ^*+*^ population as a starting point and *Dpp4* ^-^-3 population as an ending point. The results showed a lineage trajectory that went from the *Dpp4* ^*+*^ population to the *Dpp4* ^*-*^-1 population and then branched toward either the *Dpp4* ^-^-2 or the *Dpp4* ^-^-3 populations (Figure 5E and Supplementary Figure S4C). Collectively, these results indicated that the *Dpp4* ^*+*^ fibroblasts would serve as a progenitor population in mouse mammary glands that then differentiate into more specialized the *Dpp4* ^-^-2 and -3 fibroblasts through an intermediate state of the *Dpp4* ^-^-1 fibroblasts.

### Cell-Cell Interaction Inference Using Our Comprehensive Datasets Predicted Potential Ligand-Receptor Pairs Essential for Epithelial-Fibroblast Interaction

Mammary gland fibroblasts closely interact with epithelial cells to maintain or develop the mammary gland. Therefore, we performed a cell-cell interaction inference between mouse mammary fibroblasts and epithelial cells using CellPhoneDB (Efremova et al., 2020). The CellPhoneDB is a repository which curates ligands, receptors, and their mutual interactions based on publicly available databases (e.g., UniProt, Ensembl), as well as through literature mining by the developers, to infer possible cell-cell communications among given cellular populations based on the ligand-receptor expression profiles. For this analysis, we used the integrated mouse mammary fibroblast dataset generated in Figure 5C and a mouse mammary epithelial cell dataset reported in our previous paper (Saeki et al., 2021). This comprehensive epithelial dataset includes mouse epithelial cells from three lineages [i.e., basal, luminal alveolar (L-Alv), and luminal hormone-sensing (L-Hor)] (Supplementary Figure S5A). These three epithelial lineages originate from embryonic mammary stem cells, derived from unipotent progenitors in postnatal glands. Each population expresses marker genes as previously reported, such as *Krt14* in the basal cells, *Krt18*/*Csn3* in the L-Alv cells, and *Krt18*/*Esr1/Pgr* in the L-Hor cells (Supplementary Figure S5B). The analysis identified potential ligand-receptor pairs between the epithelial cells and the fibroblasts, as well as among the fibroblasts. The number of the pairs identified by this analysis was higher between the fibroblasts themselves, followed by between the fibroblasts and the epithelial cells (Supplementary Figure S5C). We found that there were three types of interaction pairs according to their specificities (Figures 6A,B). At the top of the list, there were “non-specific” pairs which could be observed among almost all epithelial and fibroblast populations. In the middle section, we identified “partially specific” pairs which were specific for the epithelial subtypes, but not for the fibroblast subtypes, or vice versa. Lastly, “highly specific” pairs at the bottom indicated that these were found only in certain combinations of the epithelial and fibroblast subtypes. Most of the partially specific pairs between the epithelium and fibroblasts were more selective for epithelial cell types, but not for fibroblast types (Figure 6A). These epithelial subtype-specific molecules included growth factors (e.g., *Nrg1*, *Pdgfa*, and *Mdk*), Notch ligands (e.g., *Dll1* and *Jag1*), and collagens in the basal cells, *Spp1* and TGFβ family genes in the L-Alv cells, and *Areg*, *Ptn*, and Wnt ligands (e.g., *Wnt4*) in the L-Hor cells. 

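The epithelial cells of this pair came from another dataset and were not analysed here. Egfr (ENSMUSG00000020122) was at 192.4 CPM in the fibroblasts of the VCD libraries and at 13.8 CPM in their immune cells. It was detected in 83.0% of fibroblasts and 7.81% of immune cells, and in 54.7% and 4.16% of cells thinned to 5000 UMIs. Fib_1-like cells had the highest Egfr level, by a log2 fold change of 0.67 over the mean of the other populations (standard error 0.08, adjusted p = 1.6e-06, edgeR).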

Of note, among these ligand-receptor pairs, we could identify a known epithelial-fibroblast interaction, amphiregulin (AREG)-epidermal growth factor receptor (EGFR), between the L-Hor cells and fibroblasts (Supplementary Figure S6A). This AREG-EGFR interaction was previously demonstrated to be important for the organization of mammary gland and the expression of AREG is upregulated by estrogen (Ciarloni et al., 2007). Highly specific pairs pointed to the possible cell-type-specific communication between the mammary epithelium and fibroblasts. Intriguingly, CXCL12-DPP4 was identified as a significant interaction pair between the basal cells and the *Dpp4* ^*+*^ fibroblasts (Supplementary Figure S6B), suggesting the functional importance of *Dpp4* expression in this type of fibroblasts toward the basal cells. Among the ligand-receptor pairs with L-Alv cells, the results suggested that there was hepatocyte growth factor (HGF) receptor (MET)-HGF expression between the L-Alv cells and the *Dpp4* ^*-*^-2 fibroblasts (Supplementary Figure S6C). 

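Hgf (ENSMUSG00000028864; chromosome 5 of GRCm38, 16553495 to 16620152) was at 61.5 CPM in Fib_2-like cells (exact Poisson 95% interval 58.4 to 64.8), 22.9 CPM in Fib_3-like, 13.4 CPM in Fib_1-like and 6.15 CPM in Fib_0-like cells. Its log2 fold change in Fib_2-like cells over the mean of the other populations was 2.28 (standard error 0.12, adjusted p = 9.6e-11, edgeR), and it was between 2.05 and 2.41 under the 17 alternatives.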

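In Fib_2-like cells, Hgf was at 70.2 CPM in VCD_vehicle (exact Poisson 95% interval 63.2 to 77.7), 59.0 CPM in VCD_E2 (50.8 to 68.1), 52.1 CPM in VCD_E2_P4 (46.6 to 58.0) and 63.3 CPM in VCD_E2_ICI (54.4 to 73.3). The intervals of VCD_vehicle and VCD_E2 overlapped. The 9-library edgeR test gave a log2 fold change of 0.16 under E2 (standard error 0.32, adjusted p = 0.732). It was positive under 20 of 23 alternatives and called under none. It was -0.06 without the negative selection, -0.07 without VCD_LowPBDE and -0.08 without VCD_LowPBDE_E2, and the highest value was 0.77. With VCD_vehicle_NormEnv as the vehicle library, the log2 ratios of VCD_E2 and VCD_E2_P4 to vehicle were both 0.39.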

Importantly, HGF was upregulated by E2 treatment in the *Dpp4* ^-^-2 fibroblasts (Supplementary Figure S6D). Also, several cell-type-specific interactions through fibroblast growth factor (FGF)-FGF receptor (FGFR) were identified between the L-Hor cells and fibroblasts. Among the FGF genes, *Fgf2/18* was selectively expressed in the *Dpp4* ^*+*^ fibroblasts and *Fgf10* was in the *Dpp4* ^-^-1 fibroblasts (Supplementary Figure S6E). 

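Fgf2 (ENSMUSG00000037225) and Fgf18 (ENSMUSG00000057967) were higher in Fib_0-like cells than in the mean of the other populations, by log2 fold changes of 3.18 (standard error 0.08, adjusted p = 5.6e-16, edgeR) and 3.16 (standard error 0.13, adjusted p = 4.6e-13, edgeR). Fgf18 was also raised in Fib_3-like cells, by 1.19 (adjusted p = 3.1e-05, edgeR). Fgf10 (ENSMUSG00000021732; chromosome 13 of GRCm38, 118669791 to 118792115) had a log2 fold change of 1.61 in Fib_1-like cells (standard error 0.26, adjusted p = 0.000223, edgeR) and was called under all 17 alternatives. In CPM, Fgf10 was at 39.3 in Fib_1-like, 26.1 in Fib_2-like, 16.9 in Fib_3-like and 5.60 in Fib_0-like cells. The cluster with the markers of both Fib_1 and Fib_2, which was kept out of these populations, had 97.8 CPM.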

In the epithelial cells, *Fgfr2* was specifically expressed in the L-Hor cells, although *Fgfr1* (the other subtype of FGFR gene) was expressed in all epithelial cells. Additionally, *Fgf10* was elevated in the E2-treated *Dpp4* ^-^-2 fibroblasts (Supplementary Figure S6F), although it was not listed on Figure 6A. Furthermore, the significant pairs between the fibroblast subtypes included many ECM-integrin complex (e.g., collagens and α11β1 complex), FGFR1-FGFs, chemokine pathways (e.g., *Ccl2*, *Ccl7*, *Ccl11*, *Cxcl12*), and TGFβ signaling (Figure 6B). 

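Fgf10 in Fib_2-like cells fell from 34.9 CPM in VCD_vehicle (exact Poisson 95% interval 30.1 to 40.3) to 20.4 CPM in VCD_E2 (15.7 to 26.1) and 6.79 CPM in VCD_E2_P4 (4.91 to 9.15), and was at 44.1 CPM in VCD_E2_ICI. These values rest on 186, 64, 43 and 124 UMIs. The 9-library edgeR test gave a log2 fold change of -1.51 under E2 (standard error 0.28, adjusted p = 0.00406). When the cluster with the markers of both Fib_1 and Fib_2 was joined to Fib_2, an alternative chosen after seeing the data, the direction reversed, to 0.77 in that test, 0.96 for VCD_E2 against VCD_vehicle and 0.12 for VCD_E2_P4. Over all fibroblasts, without any naming of populations, the log2 fold change was 0.58 (adjusted p = 0.0348, edgeR).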

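Among these chemokines, Cxcl12 (ENSMUSG00000061353) was at 1194 CPM in Fib_3-like, 595.0 CPM in Fib_2-like, 371.6 CPM in Fib_1-like and 95.4 CPM in Fib_0-like cells, with 864.4 CPM in endothelial cells. In Fib_3-like cells its log2 fold change over the mean of the other populations was 2.23 (standard error 0.19, adjusted p = 5.4e-07, edgeR). Ccl7 was raised in Fib_1-like (1.43) and Fib_3-like cells (1.52), each with an adjusted p of 0.0007 in edgeR, and was lowest in Fib_2-like cells (-3.04). Ccl11 was raised by 0.74 in Fib_1-like cells and by 0.65 in Fib_3-like cells.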

Again, FGF genes were expressed in a population-specific manner, while *Fgfr1* expression was observed in all fibroblast populations (Supplementary Figures S6E, S6G). 

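Fgfr1 (ENSMUSG00000031565) was detected in 95.8% of Fib_0-like, 86.4% of Fib_1-like, 67.3% of Fib_2-like and 76.1% of Fib_3-like cells, and in 23.3% of immune cells. Thinned to 5000 UMIs, the shares were 79.0%, 54.3%, 44.0% and 55.1%, with 18.8% in immune cells. The summed counts of Fib_0-like cells exceeded the mean of the other populations by a log2 fold change of 1.05 (standard error 0.06, adjusted p = 5.7e-11, edgeR).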

Among the chemokines identified, we previously reported that *Ccl2* was a fibroblast-derived and estrogen-induced factor which led to macrophage recruitment (Kanaya et al., 2019), and we found it to be upregulated in the E2-treated *Dpp4* ^*+*^ fibroblasts in our current study as well (Supplementary Figure S6H), suggesting that *Ccl2* might also be important in regard to fibroblast-fibroblast interactions, especially in the presence of estrogen. 

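Ccl2 (ENSMUSG00000035385; chromosome 11 of GRCm38, 82035571 to 82037453) in Fib_0-like cells rose from 452.4 CPM in VCD_vehicle (exact Poisson 95% interval 439.6 to 465.4) to 894.0 CPM in VCD_E2 (876.2 to 912.1) and 1280.1 CPM in VCD_E2_P4, and VCD_E2_ICI had 676.2 CPM (659.0 to 693.6). The 9-library edgeR test gave a log2 fold change of 0.54 (standard error 0.30, adjusted p = 0.317), which was not called under any of the 23 alternatives, where it lay between 0.25 and 0.90. Of the 17 increases under E2 that the study names by gene and population, 15 were present by any margin in both VCD_E2 and VCD_E2_P4, 6 of 6 in Fib_0-like and 9 of 11 in Fib_2-like cells. For 14 of them, all but Lgals1, the Poisson intervals of both libraries lay above that of VCD_vehicle.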

Although there was few direct evidence about the interactions among fibroblasts in mouse mammary gland, our analysis would indicate potential communication within themselves. As a note, the results included some FGFR/FGF-related interaction pairs which might be biologically improbable (Figure 6, asterisks). For example, FGFR1-FGF7 between the basal cells and the *Dpp4* ^-^-3 fibroblasts or FGF18-FGFR1 among the fibroblasts would not occur in biological settings because previous reports using *in vitro* culture systems demonstrated minimal activities of FGF7/18 on FGFR1 (Ornitz et al., 1996; Zhang et al., 2006). Also, although FGFR1 and FGFR2 were reported to transactivate each other (Bellot et al., 1991), this interaction would only happen within the same cell, suggesting that FGFR2-FGFR1 between the L-Hor cells and the fibroblasts was unlikely to occur. Nonetheless, our cell-cell interaction inference revealed many known, as well as unknown, ligand-receptor pairs expressed between the mammary epithelium and fibroblasts.

**FIGURE 6:**
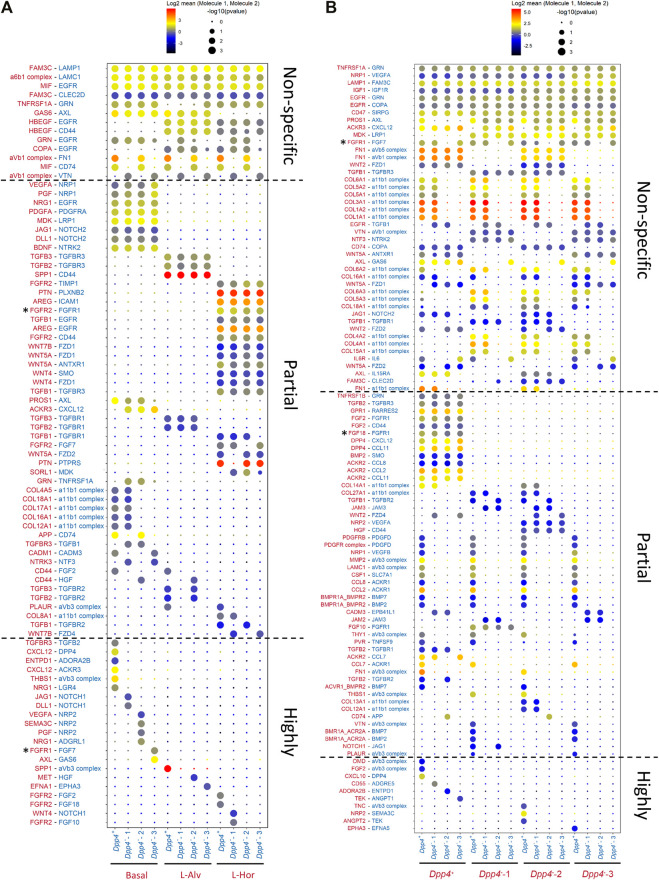
Cell-cell interaction inference. **(A,B)** The significant ligand-receptor pairs between **(A)** mammary epithelial cells and fibroblasts and **(B)** fibroblasts and fibroblasts. Size and color of each dot represent the *p* value and the level of log2 mean expression of the identified ligand-receptor pair in each row between the cell types in each column, respectively. The color of the molecules in row is matched with the cell type expressing the molecules indicated in column. The asterisks (*) represent the FGFR/FGF-related interaction pairs which were identified by the cell-cell interaction inference but were considered to be biologically improbable interactions based on the previous publications (Bellot et al., 1991; Ornitz et al., 1996; Zhang et al., 2006).

## Discussion

Although the roles of stromal cells, especially fibroblasts, in mammary glands have been studied in both human and mouse, the evidence about mammary fibroblast heterogeneity and their functional properties, especially the influence of estrogen, remains limited. Here, we performed a comprehensive and nonbiased scRNA-seq analysis of the mammary gland fibroblasts using our own datasets from two independent models with different mouse strains and steroid hormone interventions, as well as the four datasets from previous investigations. We examined the effects of estrogen on mammary fibroblasts using two mouse models for menopausal transition which is a window of susceptibility and with sensitive estrogen response in the mammary gland. The integrative analysis revealed two major populations of mammary fibroblasts across all datasets, defined as *Dpp4* ^*+*^ and *Dpp4* ^-^ fibroblasts, and profiled their distinct contributions to mammary gland organization. Histological evaluation indicated the distinct localization of these two types of fibroblasts within the normal mouse mammary glands. Also, we demonstrated an indirect (or non-classical) and population-specific effect of estrogen, which is an essential mediator for mammary gland development, on the fibroblasts. Recent advancement of analytical methods for scRNA-seq further allowed us to infer the differentiation trajectory of mammary fibroblast subtypes and their potential intercellular crosstalks with mammary epithelial cells.

DPP4 has been recognized as a marker of human interlobular fibroblasts that exist in the connective tissue between the TDLU structures found within human breast tissue (Atherton et al., 1992; Atherton et al., 1994; Morsing et al., 2016; Morsing et al., 2020). A study demonstrated that human DPP4^+^ interlobular fibroblasts highly produced type XIV collagen compared to the DPP4^-^ intralobular fibroblasts, thus suggesting the organizational importance of collagen fibers found within the dense fibrotic structure of the interlobular stroma (Atherton et al., 1998). Morsing et al. (2016) revealed the immune system-related signature of their DPP4^+^ interlobular fibroblasts using microarray analysis. Agreeing with these findings, our single-cell analyses revealed that mouse *Dpp4* ^*+*^ fibroblasts, with inflammatory response gene expression profiles, show similar characteristics to human interlobular fibroblasts. Since there is a technical limitation in investigating the functions of human interlobular fibroblasts in an *in vivo* setting, mouse *Dpp4* ^*+*^ fibroblasts identified in this study would serve as a valuable resource to study the biology of this fibroblast subtype in both human and mouse mammary gland stroma.

Another major type of mouse mammary gland fibroblasts was identified as *Dpp4* ^-^ cells, mainly localizing around the mammary gland ducts going through the mammary fat pad. These *Dpp4* ^-^ fibroblasts consisted of the three subclusters, *Dpp4* ^-^-1 to -3. ECM production and remodeling are the primary functions of fibroblasts in general, and the ECM remodeling is critical for the organization of mammary gland. One of the *Dpp4* ^-^ fibroblast subclusters, *Dpp4* ^-^-2, showed high expression of ECM encoding genes (e.g., *Tnc*, *Mfap4*) and the enrichment of the ECM gene signature. Furthermore, estrogen treatment increased the expression of ECM genes including many types of collagens in the *Dpp4* ^-^-2 fibroblasts, together with mammary duct expansion. Therefore, the *Dpp4* ^-^-2 fibroblasts would be essential for ECM remodeling within the mammary gland. In addition, recent studies performing scRNA-seq for the stromal compartments of subcutaneous and visceral adipose tissue have identified populations which show comparable gene expression profiles to our *Dpp4* ^-^-1 and *Dpp4* ^-^-3 fibroblasts (Hepler et al., 2018; Schwalie et al., 2018; Merrick et al., 2019). One study demonstrated that one of the populations sharing the same gene expression pattern with our *Dpp4* ^-^-1 cells possessed the highest adipogenic capacity both *in vitro* and *in vivo*, leading the authors to define this population as “adipose progenitor cells” in mouse adipose tissue (Merrick et al., 2019). Another study identified that *F3*/CD142-expressing “adipo-regulatory cells,” which shares gene expression pattern with our *Dpp4* ^-^-3 cells, were able to inhibit adipogenesis of those adipose progenitor cells (Schwalie et al., 2018). Therefore, we speculated that the *Dpp4* ^-^-1 and *Dpp4* ^-^-3 subclusters in our *Dpp4* ^-^ fibroblasts contributed to the homeostasis of the fat pad surrounding the mammary gland ducts.

Although ERα expression on mammary gland fibroblasts has been reported in previous studies (Parmar and Cunha, 2004; Mallepell et al., 2006; Feng et al., 2007), its importance during postnatal mammary gland organization has remained controversial. Earlier studies using ERα knockout mice showed that stromal ERα expression was required for mammary gland development (Mueller et al., 2002). However, later studies pointed that these earlier results were confounded by persistent activity of truncated ERα in the ERα knockout mouse model and demonstrated that epithelial ERα was essential for mammary gland morphology and stromal ERα was not required (Mallepell et al., 2006; Feng et al., 2007). Despite these efforts, the functional roles of ERα in mammary gland fibroblasts remained unclear and were not ruled out directly. In our study, we examined the effects of estrogen by comparing gene expression profiles in mammary gland fibroblasts from estrogen-deficient (OVX or VCD-treated) versus E2-exposed mice. We observed the changes in gene expression caused by E2 treatment specifically in the *Dpp4* ^*+*^ cluster and one of the *Dpp4* ^-^ subclusters (i.e., *Dpp4* ^-^-2), which could be reversed by ER antagonism. Importantly, both of our DEG and gene signature analyses revealed that these responses were not associated with the expression of typical estrogen-regulated genes, despite the ERα expression especially in the *Dpp4* ^*+*^ fibroblasts. These observations suggested that ERα in mammary gland fibroblasts would not be activated directly or be activated but lead to the transactivation of the other signaling pathways rather than the typical estrogen-regulated gene transcription. Supporting that, estrogen is suggested to affect mammary gland stromal cells through paracrine signaling by inducing AREG in mammary epithelial cells, a ligand for a receptor (EGFR) on stromal fibroblasts, leading to mammary ductal elongation (Ciarloni et al., 2007). Together, our results from nonbiased scRNA-seq analyses revealed that mammary fibroblasts are affected by estrogen in a non-classical manner or indirectly through other cells, in agreement with the previous observations.

In our analysis, estrogen treatment upregulated the expression of IFN-responsive gene signatures in the *Dpp4* ^*+*^ fibroblasts. It has been demonstrated that estrogen can activate ERα expressed on many types of immune cells to induce both IFN-α or IFN-γ productions (Kovats, 2015; Khan and Ansar Ahmed, 2016). Correspondingly, E2 treatment induced the upregulation of known IFN-regulated genes (e.g., *Ifi27l2a, Cxcl10*) in the *Dpp4* ^*+*^ fibroblasts. *Cxcl10* is a known regulator of immune microenvironment to drive migration and activation of immune cells, including macrophages (Tokunaga et al., 2018), which is also an important player for successful mammary gland morphogenesis (Rauner and Kuperwasser, 2021). Furthermore, the upregulated genes in the *Dpp4* ^*+*^ fibroblasts included immune modulatory or angiogenic factors such as *Ccl8*, *Lgals1*, and *Figf*. Thus, our results suggested that the *Dpp4* ^*+*^ fibroblasts would mainly contribute to the organization of immune microenvironment upon estrogen stimulation. On the other hand, the *Dpp4* ^-^-2 fibroblasts showed many upregulated ECM genes as well as the enrichment of an ECM-related gene signature. Among these ECM molecules, collagens are the most abundant in the mammary gland, and each of the upregulated collagens (collagen type I, III, IV, and V) has been shown to contribute to the various stages of mammary gland development (Maller et al., 2010). Although several studies have suggested that collagen synthesis and ECM reorganization in mammary gland is modulated by estrogen signaling or menstrual cycle in human and/or rodent models (Ferguson et al., 1992; Woodward et al., 2001; Hattar et al., 2009; Jallow et al., 2019), there has been no clear evidence that estrogen regulates collagen production in mammary gland fibroblasts either directly or indirectly. Therefore, our results directly indicate that mammary gland fibroblasts, especially the *Dpp4* ^-^-2 fibroblasts, regulate collagen synthesis under the presence of estrogens within mouse mammary glands. Considering the close contact between these *Dpp4* ^-^ fibroblasts and the mammary gland ducts, we speculate that the *Dpp4* ^-^-2 fibroblasts would modulate the ECM modeling around the ducts in response to estrogen and thereby help ductal elongation or branching through the mammary fat pad. Although the exact mechanisms for the gene signature changes remain to be revealed, to the best of our knowledge, this study is the first to profile the population-specific responses of mammary gland fibroblasts to estrogen in *in vivo* models. These results would provide the fundamental insights to further investigations for the importance of the indirect activation of fibroblasts during estrogen-induced ductal outgrowth.

The integrated analysis with the recently published fibroblast atlas (Buechler et al., 2021) indicated that our *Dpp4* ^*+*^ and *Dpp4* ^-^-1 fibroblasts were similar to the *Pi16* ^+^ and *Col15a1* ^+^ universal fibroblasts, respectively, which serve as the progenitor for other specialized fibroblasts. Corresponding to the lineage inference in their atlas, our trajectory and pseudotime analysis on the mammary gland fibroblast dataset showed the differentiation flow from the *Dpp4* ^*+*^ fibroblasts to the *Dpp4* ^-^-1 fibroblasts, then branching into *Dpp4* ^-^-2 and -3 fibroblasts. Intriguingly, both results suggested that mammary gland fibroblasts would include two distinct lineages of fibroblasts, which could be a distinct characteristic of the mammary gland fibroblasts against other organs. This uniqueness might be explained by that mouse mammary glands include both ductal structures and fat tissues and by how they are modulated by hormones like estrogen. Also, during the embryonic stages of mammary gland development, two types of mesenchymal tissues, a fibroblastic mesenchyme and a fat pad precursor mesenchyme, are known to be involved (Sakakura et al., 1982). Moreover, a recent paper studying mesenchymal cells in mouse adipose tissue demonstrated that their *Dpp4* ^*+*^ population, which shared similar characteristics with our *Dpp4* ^*+*^ fibroblasts, can give rise to *Fabp4* ^+^ adipogenic cells and then differentiate into both *F3* ^+^ adipo-regulatory cells and mature adipocytes. Their differentiation hierarchy from *Dpp4* ^*+*^ cells, passing through *Fabp4* ^*+*^ cells to *F3* ^*+*^ cells, would support one of our lineage trajectories among the *Dpp4* ^*+*^, *Dpp4* ^-^-1, and *Dpp4* ^-^-3 fibroblasts. Taken together, our single-cell analysis predicted the potential differentiation process between the *Dpp4* ^*+*^ and *Dpp4* ^-^ fibroblasts in mouse mammary glands and suggested that the distinction of the specialized *Dpp4* ^-^-2 and -3 fibroblasts would be necessary for the organization of mouse mammary gland structure.

As the final step for the characterization of our fibroblast populations, we analyzed ligand-receptor pairs expressed between mammary epithelial cells and fibroblasts and between fibroblasts themselves, thereby predicting the cell-cell interactions. Importantly, the results included some of the known epithelial-stromal interactions, such as AREG-EGFR between the L-Hor cells and fibroblasts. AREG is a critical mediator for mammary gland organization and is upregulated by estrogen; it binds to its receptor, EGFR, that is exclusively expressed on mammary stroma to further activate paracrine signaling back to the mammary epithelium (Ciarloni et al., 2007; Koledova et al., 2016). The MET-HGF pair between the L-Alv cells and the *Dpp4* ^-^-2 fibroblasts was another example of known epithelial-stromal interactions. HGF is recognized as a fibroblast-derived and estrogen-mediated factor (Zhang et al., 2002; Di-Cicco et al., 2015), agreeing with the results of the present study. The MET activation on mammary epithelial cells by HGF increases cell proliferation, leading to side branching during mammary gland development after birth (Garner et al., 2011; Gastaldi et al., 2013). Also, an earlier *in vitro* study suggested that HGF was required in progestin (a synthetic progesterone)-induced alveolar-like morphogenesis (Sunil et al., 2002). Our results may indicate a role of *Dpp4* ^-^-2 fibroblasts in the production of HGF toward proliferation and/or differentiation of L-Alv cells with ovarian hormones. Among the highly specific epithelial-fibroblast interaction pairs, a pair of interest was the CXCL12-DPP4 between the basal cells and the *Dpp4* ^*+*^ fibroblasts. While DPP4 is a dipeptidyl peptidase that can degrade several mediators and thereby control multiple signaling pathways (Mulvihill and Drucker, 2014), its function in the normal mammary gland is not yet totally defined. CXCL12 is known to be one of these mediators that is cleaved by DPP4 (Proost et al., 1998; Lambeir et al., 2001). In normal mouse mammary gland, CXCL12 signaling was demonstrated to promote the expansion of basal and luminal epithelium from mammary epithelial progenitor cells in the presence of progesterone (Shiah et al., 2015). Also, in human breast cancers, the CXCL12 signaling was shown to induce their malignant phenotypes (Ablett et al., 2013; Mukherjee and Zhao, 2013). Furthermore, the stroma of human breast cancer presents less DPP4 expression than normal breast tissues (Mezawa et al., 2019), and the suppression of DPP4 promotes cancer metastasis via CXCL12 signaling (Yang et al., 2019). Therefore, our results suggested the importance of *Dpp4* expression in the *Dpp4* ^*+*^ fibroblasts as functional molecules which would modulate CXCL12 produced by basal cells and regulate the epithelial differentiation or even suppress the malignant transformations of mammary epithelium.

FGF-FGFR signaling has been reported to play essential roles in mammary branching morphogenesis and epithelial differentiation (Lu et al., 2008; Parsa et al., 2008; Pond et al., 2013). Significantly, a previous study investigating the effect of FGFs in mammary gland demonstrated that FGF2 and FGF10 promote epithelial morphogenesis in distinct manners (Zhang et al., 2014). The authors discussed these subtype-specific activities of FGFs in terms of their selectivity for their cognate receptors shown in previous studies that FGF2 and FGF10 preferentially bind to FGFR1 and FGFR2, respectively (Ornitz et al., 1996; Zhang et al., 2006). Moreover, FGFR activation on mammary gland fibroblasts was reported to regulate various functions of mammary gland fibroblasts such as migration, ECM production, and paracrine signaling, supporting mammary epithelial morphogenesis (Sumbal and Koledova, 2019). Our analyses showed potential interaction between *Fgf2* and *Fgf18* on the *Dpp4* ^*+*^ fibroblasts, *Fgf10* on the *Dpp4* ^-^-1 fibroblasts, and *Fgfr2* on the L-Hor cells in cell-type-specific manners, while *Fgfr1* was expressed on all epithelial and fibroblast subtypes. Also, the *Dpp4* ^*-*^-2 fibroblasts with E2 treatment showed higher *Fgf10* expression. Although further validation considering the biological property of FGFR-FGF interactions (e.g., splice variants of FGFR with distinct activity, receptor binding specificity of FGFs) would be required, these results would provide further clues to understand the functional differences of the FGF family in mammary gland from the aspect of cell-type-specific interactions between the epithelium and fibroblasts, or among fibroblasts, as well as the influence of estrogen.

Furthermore, we found that some chemokines were included in the interactive pairs between the fibroblast subtypes. We previously reported that *Ccl2* is expressed in *Esr1* ^+^ fibroblasts and is induced by estrogen treatment, resulting in the estrogen-dependent recruitment of M2-macrophages (Kanaya et al., 2019). In this study, we also observed that E2 treatment increased the number of the *Ccl2* ^*+*^ cells in the *Dpp4* ^*+*^ population, and *Ccl2* was included in the ligand-receptor pairs between the *Dpp4* ^*+*^ fibroblasts and other types of fibroblasts. Thus, our analysis suggests the potential importance of the fibroblast-fibroblast interaction through *Ccl2* under the presence of estrogen. Although many of the chemokines found in the fibroblast-fibroblast interaction pairs are known to be involved in the crosstalk with immune cells, our results suggested their potential roles in the communication among mammary fibroblasts as well. Since there has been limited information on the cellular communications among mammary gland fibroblasts, the ligand-receptor pairs identified here will help future mechanistic studies, while also considering the localization or differentiation lineage, leading to the elucidation of substantially important fibroblast-fibroblast interactions within the mammary gland.

Although we made important findings from the scRNA-seq analysis of mouse mammary gland fibroblasts, we acknowledge that our study had several limitations. First, most of this study depended on the computational analyses of the transcriptomic data, without direct validation. However, we are pleased to see that our observations agree and support many of experimental findings reported by other investigators on mammary gland fibroblast studies (Atherton et al., 1992; Mallepell et al., 2006; Ciarloni et al., 2007; Morsing et al., 2016). In addition, our findings of the fibroblast subsets were further supported by the integrated datasets that included multiple datasets from other previously reported studies, confirming that these populations commonly existed in mouse mammary gland stroma regardless of the different settings of scRNA-seq experiments. Our study showed DPP4/PDGFRα protein expression in normal mouse mammary gland tissues, supporting the localization of the *Dpp4* ^*+*^ and *Dpp4* ^*-*^ fibroblast populations. Another point is that our cell-cell interaction inference included only mammary epithelial cells and fibroblasts, but no other major types of cells such as immune cells, endothelial cells, or adipocytes. Since there has not been any comprehensive datasets like our epithelial and fibroblast datasets, we decided to focus on these two types of cells in our present analysis. Lastly, the cell-cell interaction inference was able to only speculate the potential interactions based on the gene expression data as it included some biologically improbable ligand-receptor pairs (e.g., FGFR2-FGFR1 and FGFR1-FGF7). Therefore, further biological validation for the inferred cell-cell interactions using *in vitro* and/or *in vivo* models would strengthen the predictions from our scRNA-seq analysis. Nevertheless, our efforts represent the first attempt to evaluate epithelial-fibroblast cell interactions in the mammary gland at the single-cell level. Collectively, our study could provide better insights for the characteristics of mouse mammary gland fibroblasts despite these limitations.

In conclusion (Figure 7), this study firstly profiled the heterogeneity of normal fibroblasts in mouse mammary glands, which were commonly observed across various experimental settings. The identified populations, *Dpp4* ^*+*^ and *Dpp4* ^-^ fibroblasts, showed unique characteristics in gene expression profiles and localizations, suggesting their distinct contributions to mammary gland organization. Also, the analysis of our original datasets revealed the population-specific effect of estrogen on mouse mammary gland fibroblasts. The trajectory analysis, using broader and more integrative datasets such as the recently established mouse fibroblast atlas, further addressed the uniqueness in the differentiation process of mammary gland fibroblasts. Moreover, the large-scale computational inference of cell-cell interactions in combining the mammary epithelial atlas suggested potential cell-type-specific interactions (e.g., AREG-EGFR, CXCL12-DPP4, and FGF2/10/18-FGFR2) and expanded our knowledge about the potential roles of mammary fibroblasts. Our results provide fundamental insights for further investigation of the biological implications of fibroblast subsets in the mammary gland organization and eventually breast cancer pathology.

**FIGURE 7:**
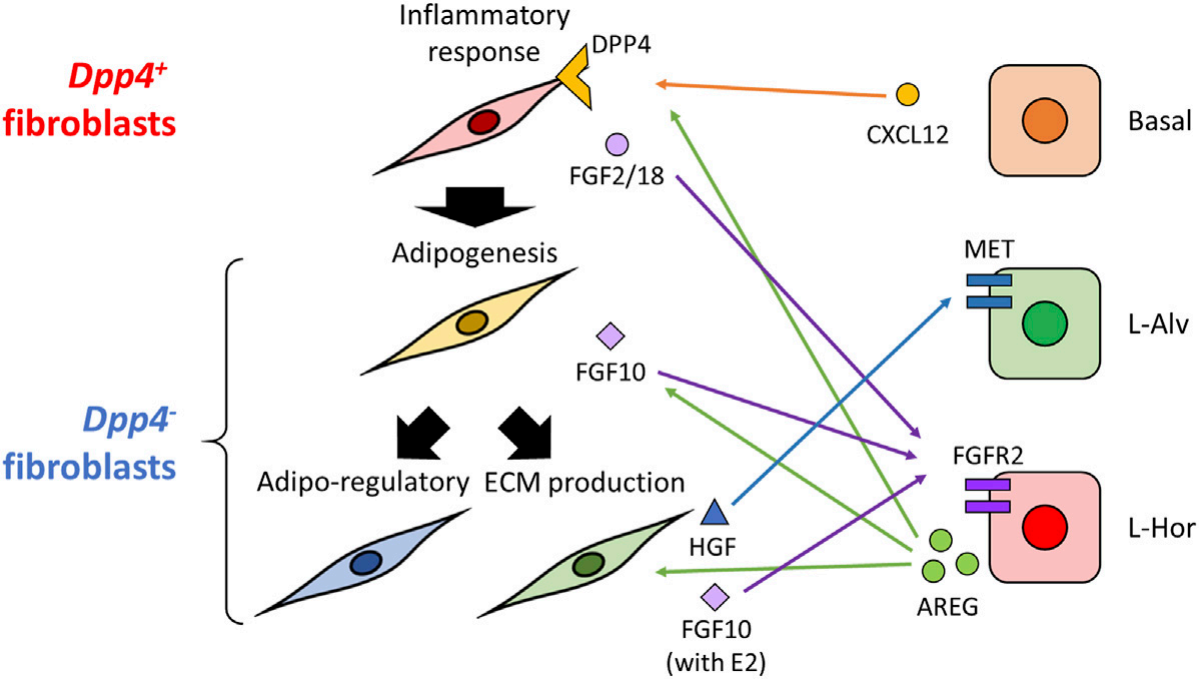
Graphical abstract of this study. In the present study, we identified two major types of mouse mammary gland fibroblasts: *Dpp4* ^*+*^ and *Dpp4* ^-^ fibroblasts. They each showed discrete gene expression profiles as indicated in this figure (e.g., inflammatory response in the *Dpp4* ^*+*^ fibroblasts), as well as distinct localization within the mouse mammary gland. Estrogen induced gene expression changes in a population-specific manner, without distinct activation of typical estrogen-regulated gene expressions. Trajectory analysis indicated a directional differentiation from the *Dpp4* ^*+*^ fibroblasts towards the subclusters of the *Dpp4* ^-^ fibroblasts as indicated by thick black arrows on the left. Cell-cell interaction inference suggested potential interactions with certain subtypes of mammary epithelial cells (e.g., AREG-EGFR, CXCL12-DPP4, MET-HGF or FGFR2-FGF2/10/18; indicated by the colored arrows).

## Materials and Methods

### Animal Experiments

Female BALB/cJ and C57BL/6J mice were obtained from Jackson Laboratory (Bar-Harbor, ME). The detailed protocol for the OVX model experiment was described in our previous publication (Saeki et al., 2021). Briefly, nine-week-old BALB/cJ mice were ovariectomized, and 20 weeks after surgery, they were randomized into vehicle, E2, and E2 + P4 groups. After a week of treatment with estrogen (1 μg/animal/day) and progesterone (1 mg/animal/day) *via* intraperitoneal injection, mice were euthanized, and mammary glands were collected for following experiments. For the VCD model, nine-week-old C57BL/6J mice were treated with VCD for 2 weeks. After 34 weeks from the initial dose of VCD, mice were randomized into vehicle, E2, E2 + P4, and E2 + ICI. E2 and P4 were administered for a week as described above. For the E2 + ICI group, a single dose of ICI (5 mg/animal) was administered *via* intraperitoneal injection at the same time as the first dose of E2. Sesame oil was used as the vehicle for the VCD and hormonal treatment. After their respective treatments, mice were euthanized to collect their mammary glands. For the VCD models, mice that did not undergo the VCD treatment were included in this study as the intact group. Animal research procedures used in this study were approved by the Institutional Animal Care and Use Committee (IACUC) at City of Hope and were operated according to the institutional and National Institutes of Health (NIH) guidelines for animal care and use.

### Mammary Gland Whole-Mount Imaging

Mammary gland whole mount staining for the OVX model performed in our previous studies was re-evaluated (Saeki et al., 2021). For the VCD model, the staining was performed as described previously (Kanaya et al., 2019; Saeki et al., 2021). Briefly, mammary glands were fixed with 10% buffered formalin and defatted with toluene for 72 h. The mammary glands were rehydrated with gradient ethanol and stained with 0.025% Toluidine Blue. After being immersed sequentially in methanol, ethanol, and a 4% ammonium molybdate solution, the stained glands were dehydrated with an increasing concentration of ethanol and cleared using Histoclear (National Diagnostics, Atlanta, GA, United States) overnight. The cleared slides were mounted with Permount Mounting Medium (ThermoFisher Scientific, Waltham, MA, United States). The images of the whole mammary glands were captured using Cell3iMager Duos (SCREEN Holdings Co., Ltd., Kyoto, Japan) with 20 μm-intervals for the z-axis.

### scRNA-Seq Analysis on Our Datasets

For the OVX model, the scRNA-seq data from our previous paper (Chen_OVX) (Saeki et al., 2021) was obtained from National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) data repository (GSE149949). For the VCD model, the fourth mammary glands were harvested by dissecting it from the thin muscle layer under the skin by holding the connective tissue around the gland. After lymph nodes were removed, the glands were minced with a scalpel and enzymatically digested with 1.5 mg/ml DNAse I (#10104159001, Millipore Sigma, Burlington, MA), 0.4 mg/ml Collagenase IV (CLS-4, Lot: 47E17528A, Worthington Biochemical Corporation, Lakewood, NJ, United States), 5% FBS, and 10 mM HEPES in HBSS at 37°C for an hour, while shaking at 250 rpm. After being strained through a 70 μm cell strainer, the samples were treated with ACK lysis buffer to remove residual blood cells. Dead cells were removed using Dead Cells Removal Microbeads (Miltenyl Biotec, Bergisch Gladbach, Germany). After the sample viability were ensured using TC20 Automated Cell Counter, samples with >80% viability were loaded onto the Chromium Controller (10x Genomics, Pleasanton, CA, United States) targeting 2,000–5,000 cells per lane. The Chromium v3 single-cell 3′ RNA-seq reagent kit (10x Genomics) was used to generate single-cell RNA-seq libraries according to the manufacturer’s protocol. The libraries were sequenced with the NovaSeq 6000 system (Illumina, San Diego, CA, United States) with a depth of 50 k-100 k reads per cell. Raw sequencing data were processed using the 10x Genomics Cell Ranger pipeline (version 3.1.0) and then aligned to mm10 mouse genome. The datasets generated (Chen_VCD) can be found in the NCBI GEO database under the accession GSE191219. The downstream analyses of the scRNA-seq data were performed using R scripts (version 4.0.4) and the Seurat R package (version 4.0.0), unless otherwise noted. First, the count data from low quality cells with <500 genes, < 1,000 transcripts, or >5% mitochondrial genes were excluded. Cells without *Epcam*, *Krt14*, *Ptprc*, *Cd52*, *Pecam*, and *Cspg4* gene counts were selected as described in previous studies (Bartoschek et al., 2018; Kanaya et al., 2019). To remove the batch effects between the experiments, the log-normalized count data from both datasets (Chen_OVX and Chen_VCD) were integrated using *FindIntegrationAnchors* and *IntegrateData* functions according to the developer’s vignettes. After the integrated data was scaled, a principal component analysis was performed using the top 3,000 variable genes. Based on the top principal component, UMAP dimension reduction and cluster detection with the Louvain algorithm was performed to visualize the clusters. Differentially expressed genes were identified using a logistic regression framework (*test.use =* “*LR*” in *FindAllMarkers* function) with the difference of datasets set as a latent variable (*latent.vars =* “*Dataset*”) for generating heatmaps and feature plots. ssGSEA scores for the hallmark gene sets from the MSigDB were calculated at the single-cell level using log-normalized read counts and the GSVA R package (version 1.38.2; *method =* “*ssgsea*”). For the comparison of vehicle- and E2-treated cells within the *Dpp4* ^*+*^ and *Dpp4* ^-^-2 fibroblasts, DEGs were identified using *FindConservedMarkers* function (*grouping.var =* “*Dataset*”). The comparison of ssGSEA scores either between each fibroblast population or between vehicle- and E2-treated cells within the *Dpp4* ^*+*^ and *Dpp4* ^-^-2 fibroblasts were performed by Wilcoxon rank-sum test. For the comparison of the fibroblast populations, one-side test was performed to examine the upregulated signatures in each population (*alternative =* “*greater*” in *wilcox. test* function). Multiple comparison was adjusted by Benjamini–Hochberg method.

### Histological Evaluation

The fourth mouse mammary gland of eight-weeks-old C57BL/6J mice were collected with skin and fixed with 10% buffered formalin. After embedding in paraffin, the cross-sections of the tissue were prepared and used for H&E staining and immunohistochemistry. Immunohistochemistry was performed by the Pathology Solid Tumor Core at City of Hope using Ventana Discovery Ultra IHC Auto Stainer (Roche Diagnostics, Indianapolis, IN, United States). Heat-mediated antigen retrieval was performed using Cell Conditioning Buffer 1 (Roche Diagnostics; pH 8.5) for an hour. Antibodies used for the immunostaining included: ERα rabbit polyclonal antibody (06–935, Millipore Sigma; 1:400), anti-PDGFRα rabbit monoclonal antibody (ab134123, Abcam, Cambridge, United Kingdom; 1:50), and anti-DPP4 rabbit monoclonal antibody (ab187048, Abcam; 1:500). Images were captured on the Zeiss Observer II (Carl Zeiss, Oberkochen, Germany; for H&E staining), VENTANA iScan HT (Roche Diagnostics; for PDGFRα and DPP4 immunohistochemistry) or Nano Zoomer S360 (HAMAMATSU PHOTONICS, Shizuoka, Japan; for ERα immunohistochemistry).

### Data Retrieval and Preprocessing for the Publicly Available Datasets

For the integrative scRNA-seq data analysis, a dataset including fibroblasts from various mouse organs and four datasets including mammary gland fibroblasts were obtained (Schaum et al., 2018; Li et al., 2020; Lo et al., 2020; Sebastian et al., 2020; Buechler et al., 2021). Buechler et al. (2021) integrated 28 datasets including fibroblast scRNA-seq data and established a steady-state fibroblast atlas. Their dataset was obtained from their website (https://fibroXplorer.com). A half number of cells in each cluster was randomly sampled to avoid excess memory usage during the integration process and used for the analysis. Tabula Muris is a compendium of mouse scRNA-seq data originated from 20 organs and tissues, including the mammary gland (Schaum et al., 2018). Their dataset derived from the mouse mammary gland prepared using 10x Genomics platform was retrieved from their online portal (https://tabula-muris.ds.czbiohub.org/). Fibroblast count data was extracted according to their annotation (“stromal cell”). Li et al. (2020) studied the influence of aging on mammary epithelium and stroma; their dataset was obtained from the NCBI GEO data repository (GSE150580) and their fibroblast clusters were used in this study. Lo et al. (2020) performed scRNA-seq on mammary glands from *Brca1* ^*−/−*^; *p53* ^*+/−*^ mice fed with either a regular or a high fat diet and their dataset was available on the NCBI GEO (GSE152866). Since their annotation was not available, we performed negative selection, as we did for our own datasets. Sebastian et al. (2020) analyzed both cancer-associated fibroblasts in BALB/c-derived 4T1 breast cancer and normal mammary fibroblasts in BALB/c mammary glands. The normal fibroblast dataset was available on Dryad data repository (https://datadryad.org, doi: 10.6071/M3238R). Their data was directly utilized for the data integration described in the following parts.

### Data Integration of the Fibroblast Atlas and the Mammary Fibroblast Datasets

Data integration using the fibroblast atlas datasets and the mammary gland fibroblast datasets, including ours and the others, was performed using the Harmony R package (version 0.1.0) (Korsunsky et al., 2019) according to developer’s vignette. The count data from each dataset was merged, normalized, and scaled. After the top 20 principal components were calculated from 2,000 variable features with the Seurat package, the data were integrated using *RunHarmony* function implemented in Harmony algorithm. The integrated dataset was clustered based on the calculated harmony embeddings and visualized on a UMAP plot. For the data integration using only the mammary gland fibroblast datasets, *FindIntegrationAnchors* and *IntegrateData* in the Seurat package were used. Since there was small amount of contamination from immune cells, these cells were removed and then the data integration and following cluster detection were performed again as described in the part above.

### Mammary Gland Fibroblast Trajectory Inference

Lineage trajectory and pseudotime inference was performed on the integrated mammary gland fibroblast dataset. For this purpose, we used the Slingshot R package (version 1.8.0) (Street et al., 2018). After the UMAP dimensional reduction and clustering, the integrated datasets were converted from a Seurat object to a SingleCellExperiment object (*assay =* “*RNA*”)*.* Then, lineage trajectory and pseudotime was calculated using the *slingshot* function. Considering the similarity of the *Dpp4* ^*+*^ fibroblasts to the “universal” *Pi16* ^*+*^ cluster and the *Dpp4* ^-^-3 fibroblasts to the “specialized” fibroblasts in the fibroblast atlas (Buechler et al., 2021), the *Dpp4* ^*+*^ cluster and *Dpp4* ^-^-3 cluster were set as the starting and ending clusters for the calculation, respectively. The principal curve of the inferred trajectory and the pseudotime of each cell was visualized on a UMAP plot.

### Cell-Cell Interaction Inference

Cell-cell interaction inference was performed using python (ver. 3.7.0) and the CellphoneDB python package (ver. 2.1.7) (Efremova et al., 2020). To predict the cell-cell interactions between mammary gland fibroblasts and epithelial cells, we used the integrated fibroblasts dataset and a dataset for mammary epithelium which we generated in our previous publication (Saeki et al., 2021). Ligand-receptor pairs which were significantly enriched between certain populations were calculated with the *statistical-analysis* method as implemented in developer’s Github page (https://github.com/Teichlab/cellphonedb) (Efremova et al., 2020). Threshold value for the percentage of cells expressing the ligand or receptor was set at 25% (*-threshold = 0.25*). The number of interaction pairs between the populations, log2 mean value of the gene expressions, and *p* values were visualized using the ggplot2 R package (version 3.3.3).

## Data Availability

The data presented in the study are deposited in the NCBI GEO repository (https://www.ncbi.nlm.nih.gov/geo/), accession number GSE191219.

# Supplementary material for: Single-Cell Transcriptomics Identifies Heterogeneity of Mouse Mammary Gland Fibroblasts With Distinct Functions, Estrogen Responses, Differentiation Processes, and Crosstalks With Epithelium
**Source:** Front Cell Dev Biol. 2022 Mar 1;10:850568. doi: 10.3389/fcell.2022.850568
**Supplement:** Supplementary file 1

(A)

Balb/cJ - OVX

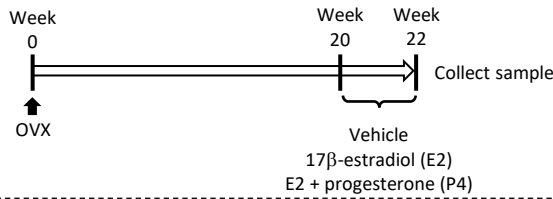

C57BL/6J - VCD

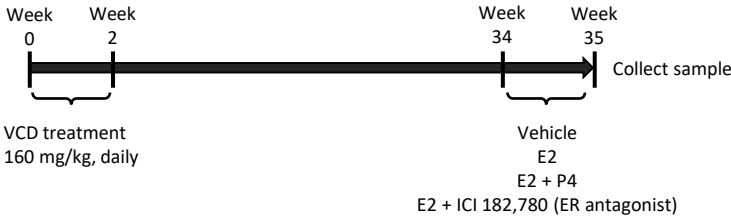

(B)

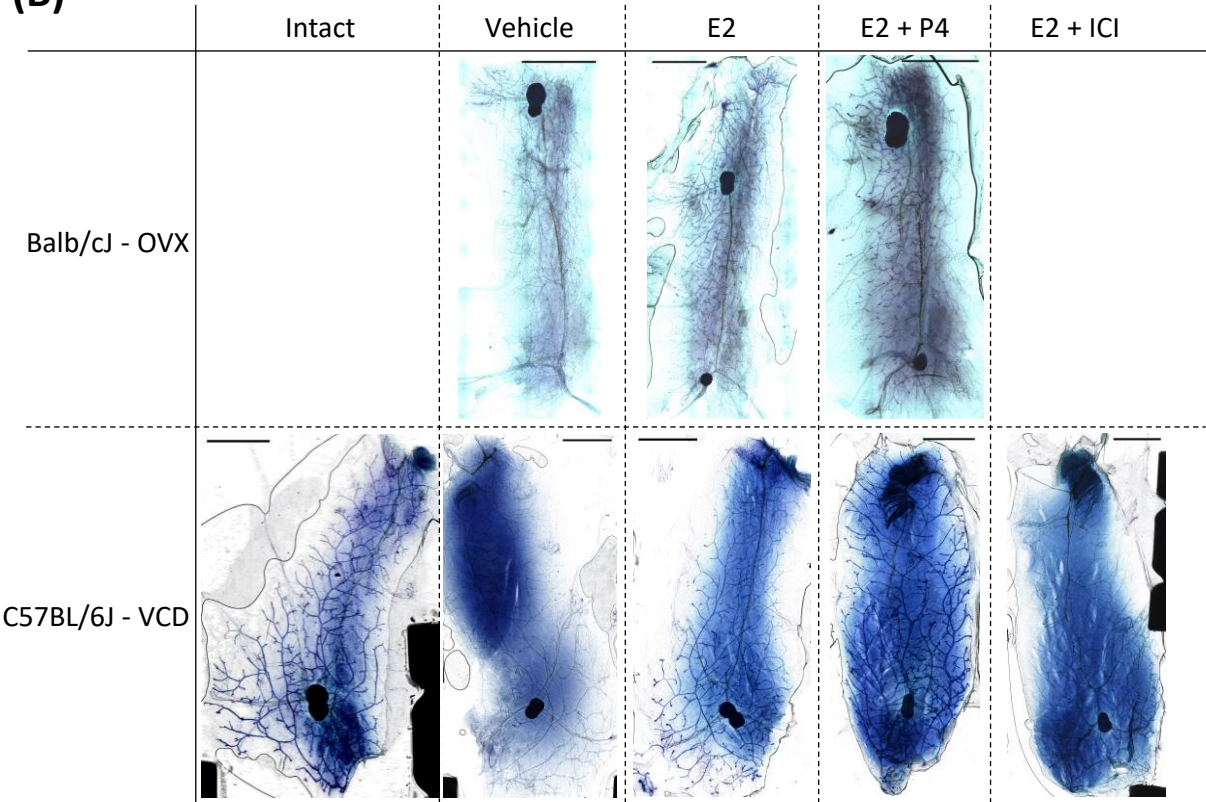

**Supplementary Figure 1.** Mammary gland phenotypes in the two hormone-depleted mouse models. (A) The overview of the experiments in the ovariectomy (OVX) and 4-vinylcyclohexene diepoxide (VCD) models. In the OVX model, female nine-week-old BALB/cJ mice were ovariectomized. 20 weeks after surgery, the mice were treated with vehicle, 17β-estradiol (E2), and E2 + progesterone (E2 + P4) for a week (Saeki et al., 2021). In the VCD model, female nine-week-old C57BL/6J mice were treated with VCD for 15 days. After 34 weeks from the onset of VCD treatment, the mice were treated with vehicle, E2, E2 + P4, and E2 + ICI 182,780 (E2 + ICI) for a week. Age-matched intact mice were also included in the VCD model. VCD (160 mg/kg), E2 (1 μg/animal), P4 (1 mg/animal) were injected daily via intraperitoneal route. A single dose of ICI (5 mg/animal) was administered via intraperitoneal route. Sesame oil was used as the vehicle for VCD and hormonal treatment. (B) The representative images of Toluidine blue whole mount staining of the mouse mammary glands from the vehicle, E2, and E2 + P4 groups in the OVX model, and from the intact, vehicle, E2, E2 + P4, E2 + ICI groups in the VCD model. The images for the OVX model were retrieved from our previous paper (Saeki et al., 2021). Scale bars = 5 mm.

**(A)**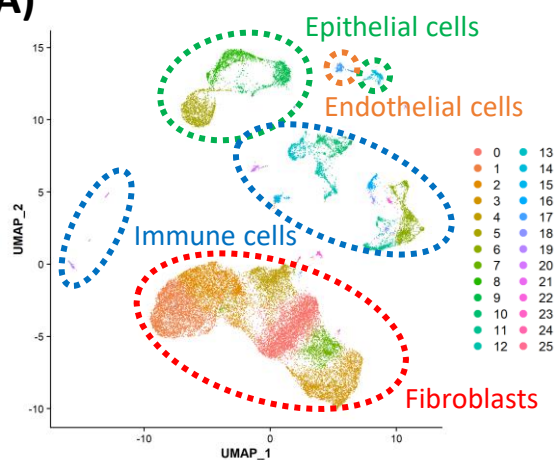**(B)**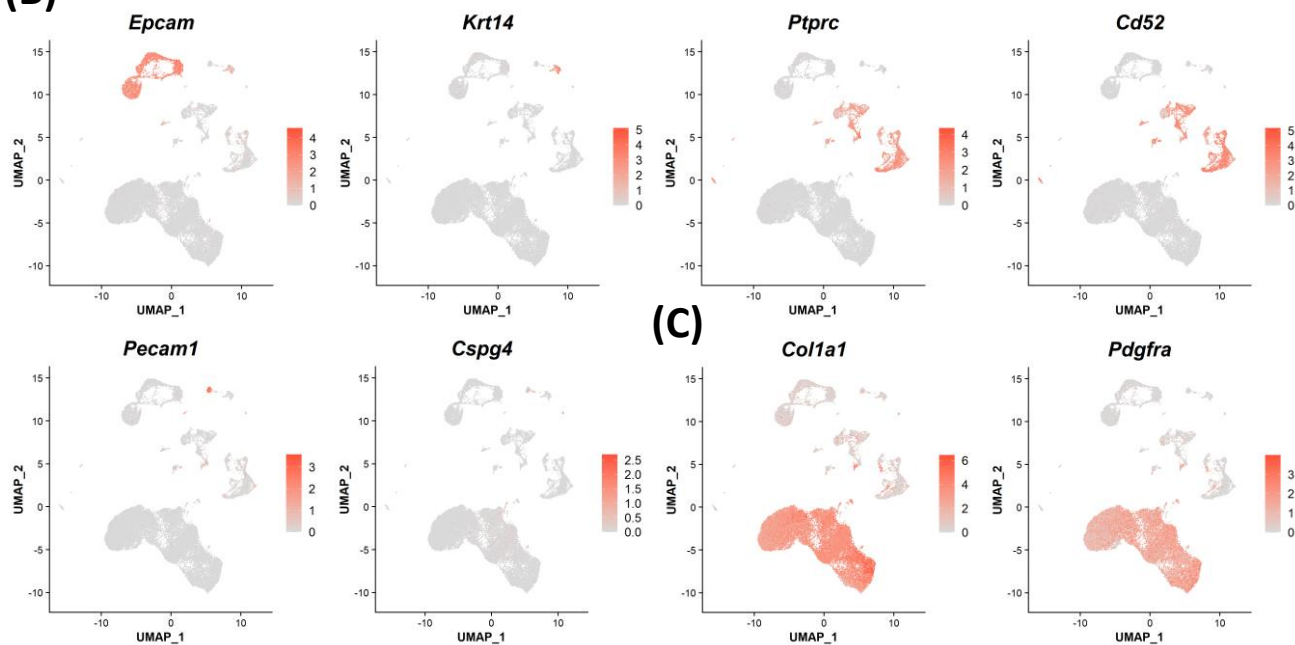**(C)**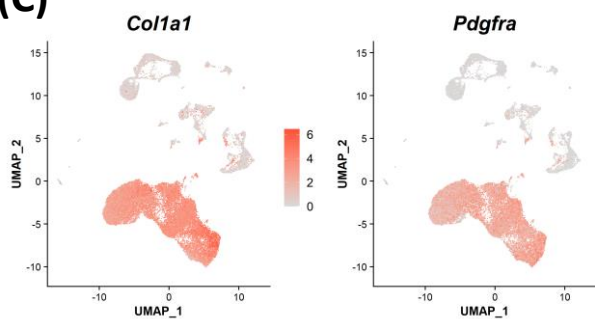**(D)**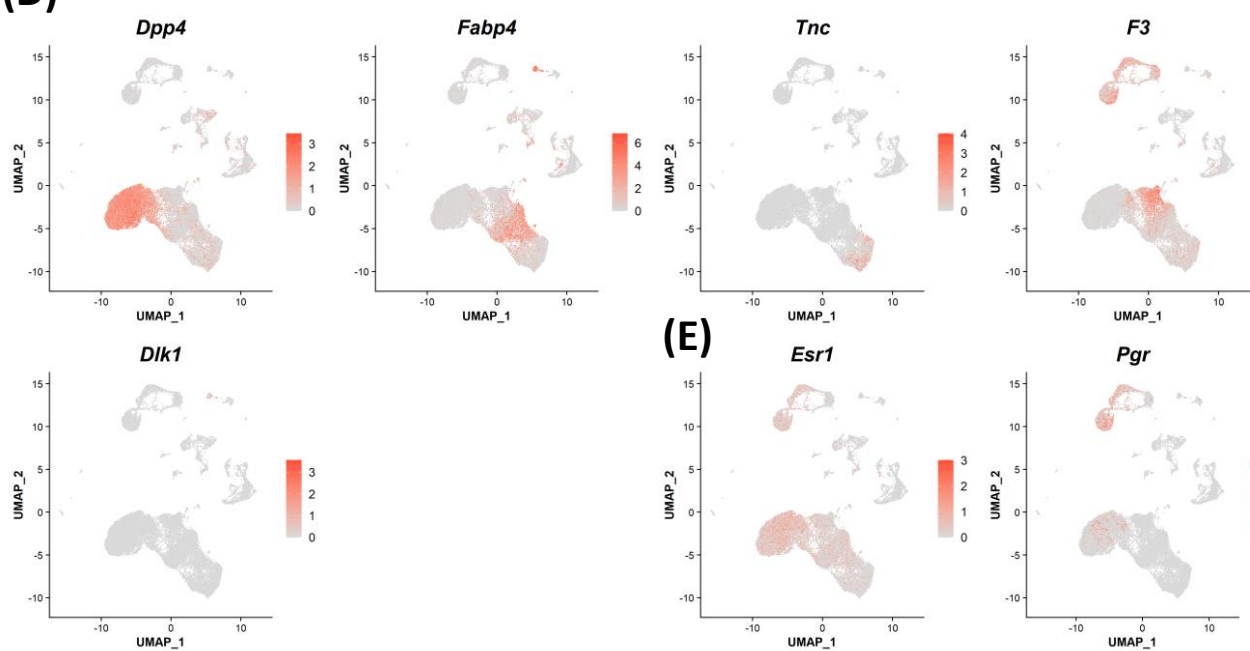**(E)**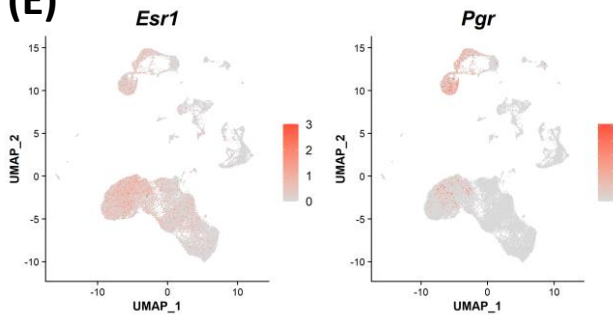

**Supplementary Figure 2.** Marker expressions in the entire dataset from the mouse mammary glands in the OVX and VCD models. **(A)** The uniform manifold approximation and projection (UMAP) plot of the entire dataset including fibroblasts and other types of cells. Each cell is represented by each dot ( $n = 29,452$ ) and is colored according to the cluster identified by the unbiased clustering. The cell types indicated in dash lines were annotated according to the marker gene expression shown in **(B)**. **(B)** The expression of the marker genes for epithelial cells (*Epcam*, *Krt14*), immune cells (*Cd52*, *Ptpre*), endothelial cells (*Pecam1*), and pericytes (*Cspg4*). **(C)** The expression of the fibroblast marker genes (*Colla1*, *Pdgfra*). **(D)** The expression of the specific markers for each fibroblast population identified in **Figure 2B** (*Dpp4*, *Fabp4*, *Mdk*, *F3*, and *Dlk1*). **(E)** The expression of the hormonal receptor genes (*Esr1*, *Pgr*; *Esr2* was not detected in this dataset). Each feature plot shows the distribution of marker-expressing cells with color indicating the expression level.

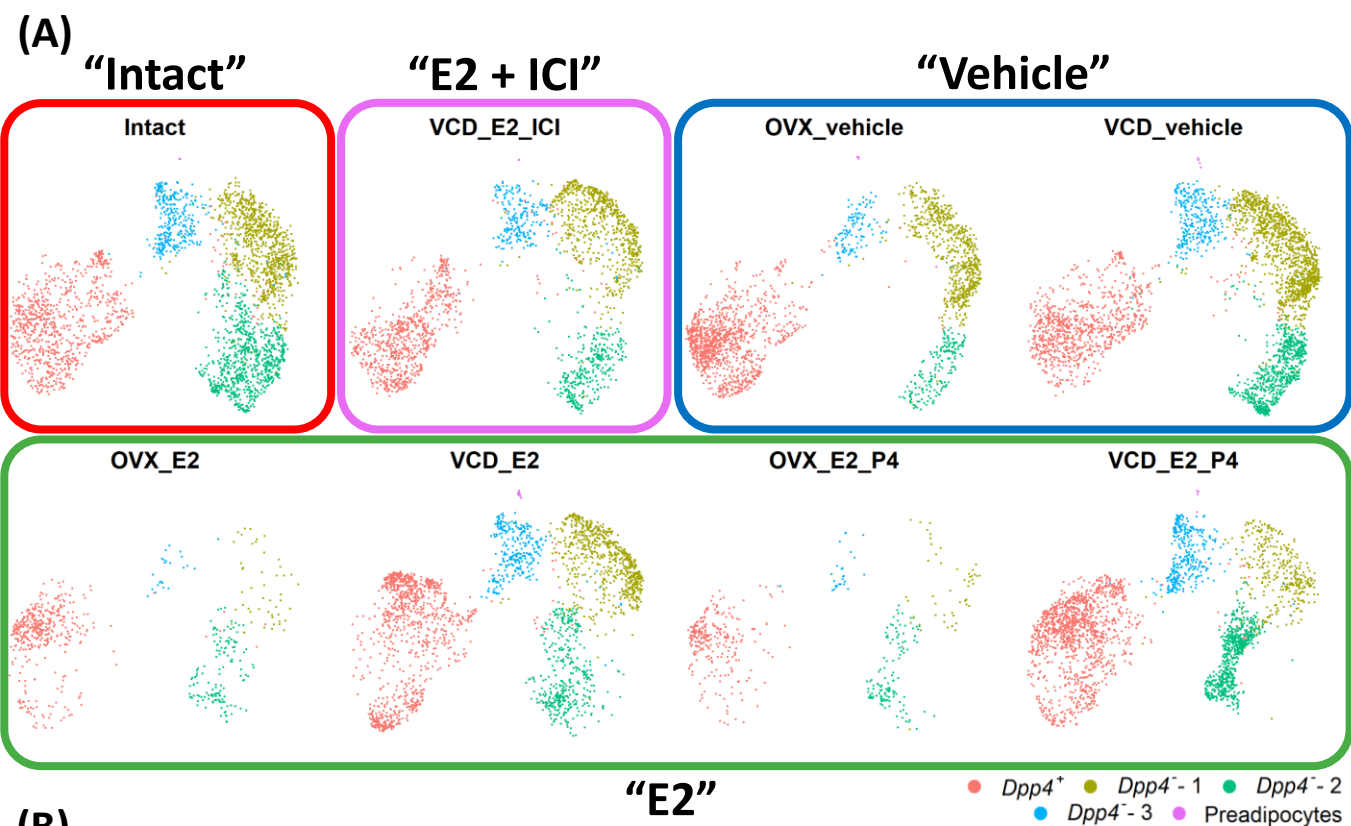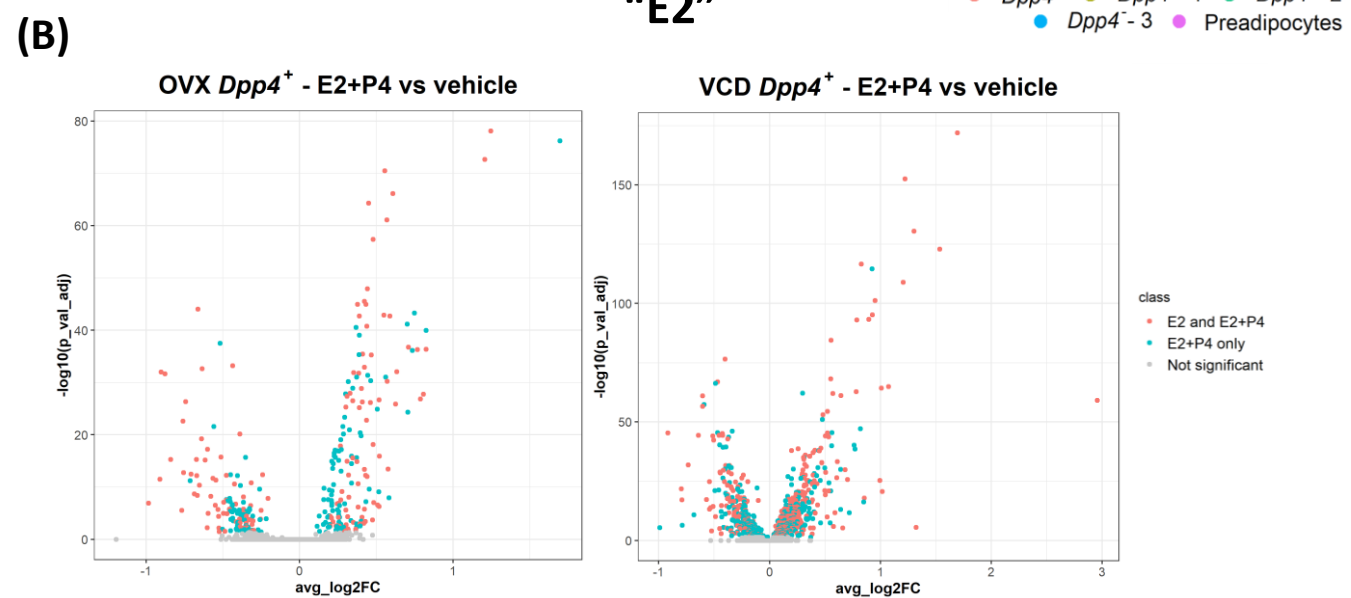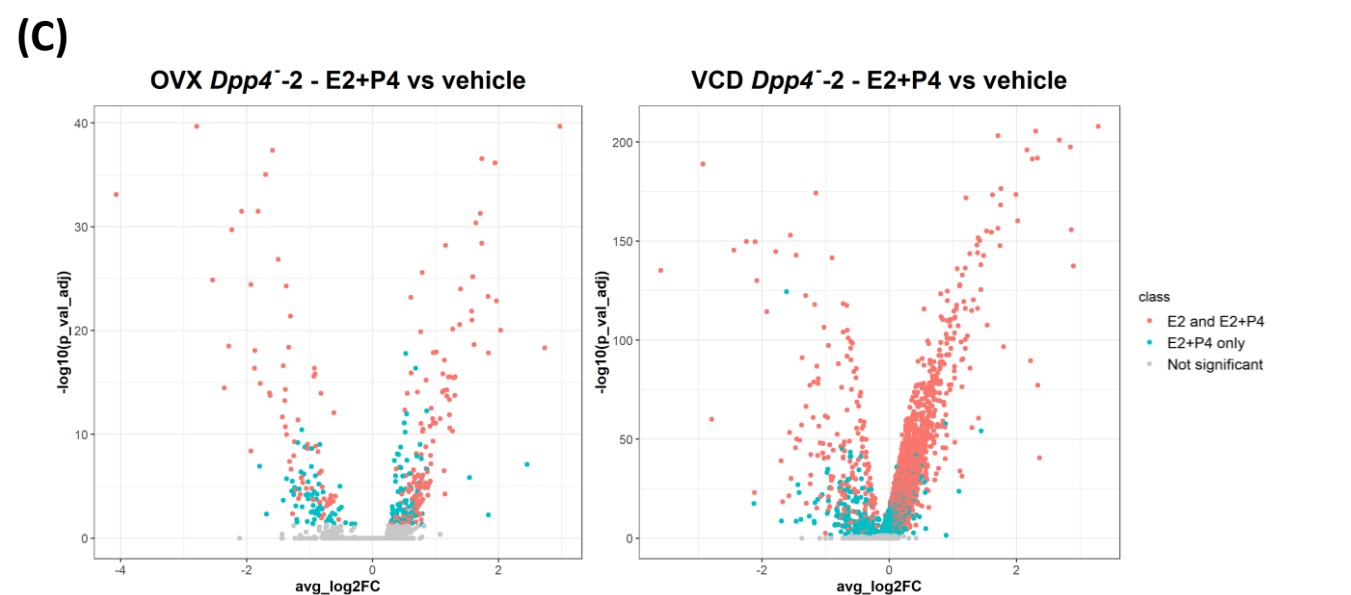

**Supplementary Figure 3.** Difference in the cell distributions and gene expressions among the treatment groups in the OVX and VCD models. **(A)** The UMAP plot of the mammary gland fibroblasts in each treatment dataset. The cells from each group in each model are separately visualized on the same UMAP dimension (*split.by* = “*orig.ident*” in *UMAPPlot* function implemented in the Seurat R package). Each cell is represented by each dot and is colored according to the cluster identified in **Figure 1B**. The datasets were classified into the four groups (“Intact”, “E2 + ICI”, “Vehicle”, and “E2”) as indicated by the colored boxes and visualized in **Figure 4C**. **(B, C)** The volcano plots of the differentially expressed genes (DEGs) between the E2 + P4 groups and the vehicle groups in **(B)** the *Dpp4*<sup>+</sup> fibroblasts and **(C)** the *Dpp4*<sup>-2</sup> fibroblasts. The left and right panels represent the results from the OVX model (OVX\_E2\_P4 versus OVX\_vehicle) and the VCD model (VCD\_E2\_P4 versus VCD\_vehicle), respectively. The DEGs were detected using the *FindMarkers* function (*logfc.threshold* = 0) in the Seurat R package. Each dot represents each DEG. The significant DEGs that were consistently found in the comparisons between the E2 and vehicle groups are shown in red, while the significant DEGs found only between the E2 + P4 and vehicle groups are shown in blue. Non-significant genes are shown in gray. X axis represents the average of log2 fold change value with positive values indicating higher expressions in the E2 + P4 groups compared to the vehicle groups. Y axis represents the -log10 values of adjusted *p* value. The adjusted *p* value < 0.05 was considered as significant.

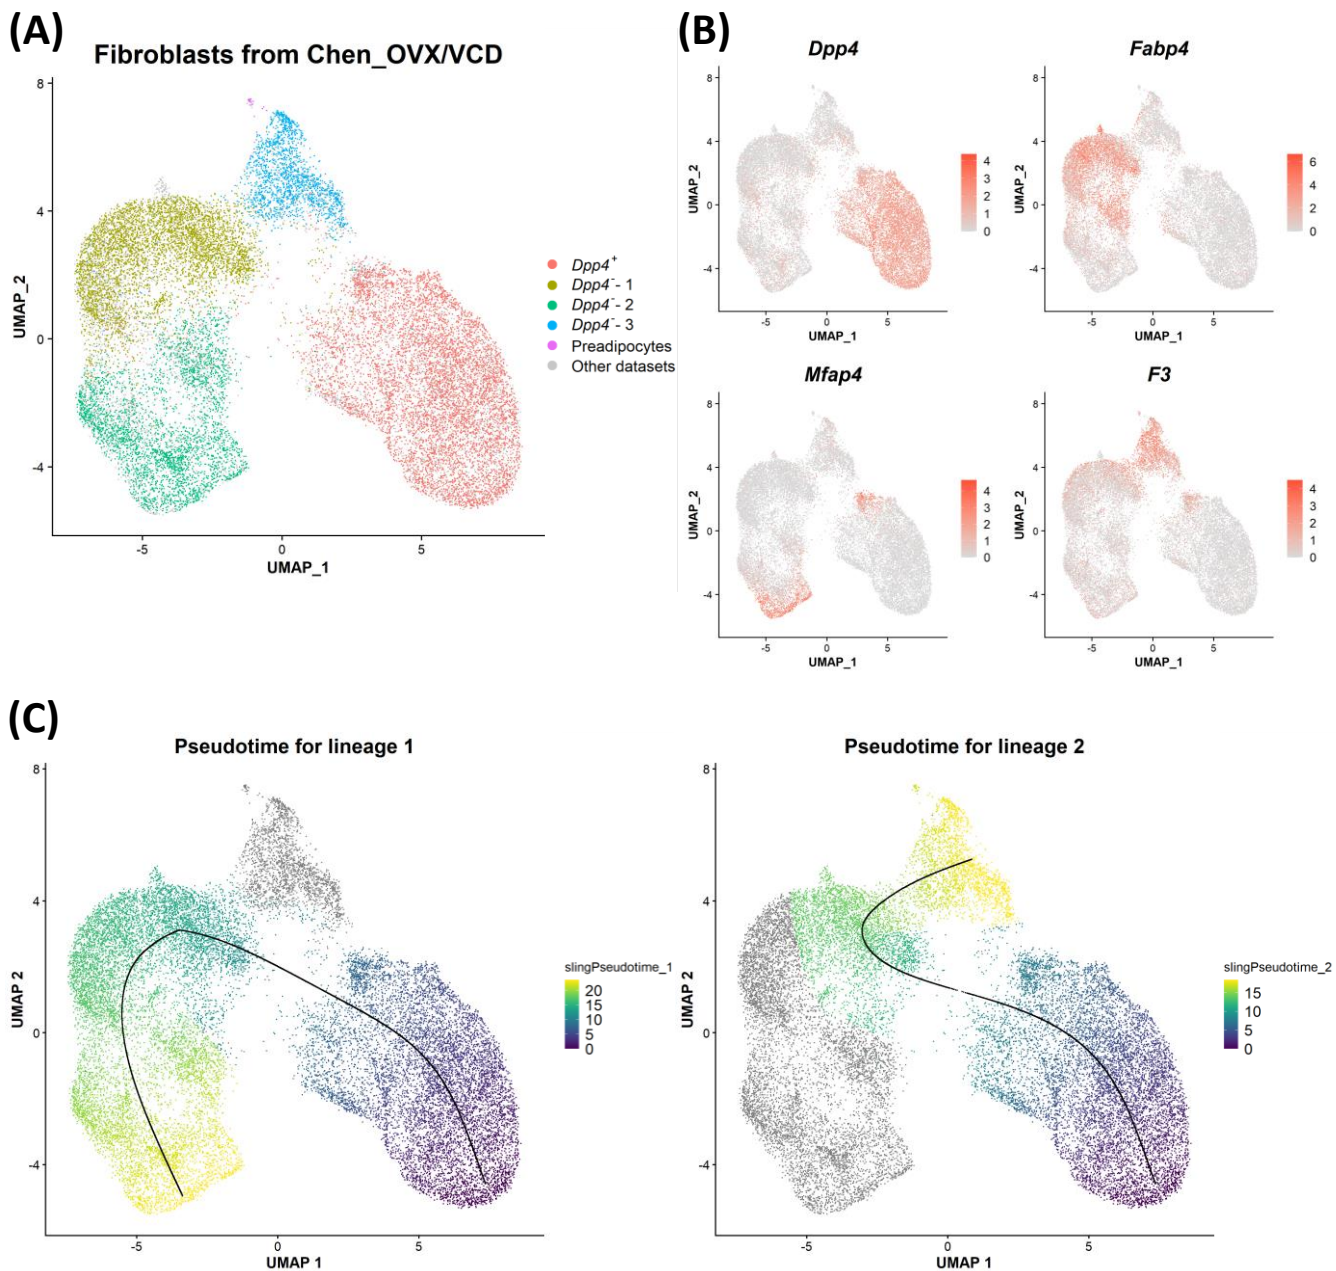

**Supplementary Figure 4.** Integrated analysis using our own and four other mammary gland fibroblast datasets. **(A)** The distribution of the cells from our own datasets (Chen\_OVX/VCD) in the UMAP plot of the integrated mammary gland fibroblast dataset shown in **Figure 5C**. Each cell is represented by each dot and is colored according to the mammary gland fibroblast clusters as indicated in **Figure 1B**. The cells from the other datasets are colored in gray. **(B)** The expression of specific markers for each fibroblast population identified in our datasets (*Dpp4*, *Fabp4*, *Mdk*, and *F3*). Each feature plot shows the distribution of the marker-expressing cells in the integrated mammary gland fibroblast dataset. Color indicates the expression level. **(C)** The pseudotime visualization on the UMAP plot. Color indicates the pseudotime calculated by the Slingshot R package. Each curve on the UMAP plot indicates the lineage trajectory shown in **Figure 5E**.

(A)

Epithelial cell type

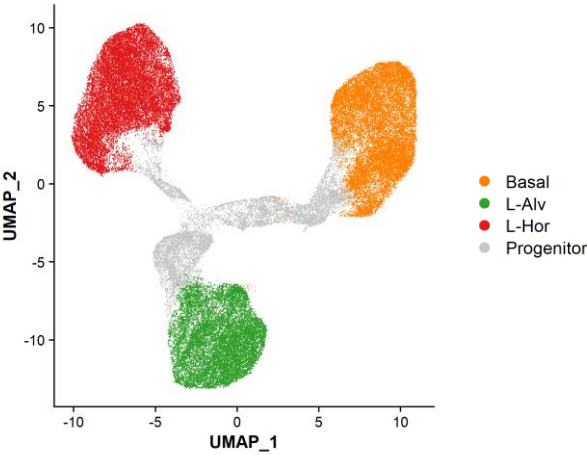

(B)

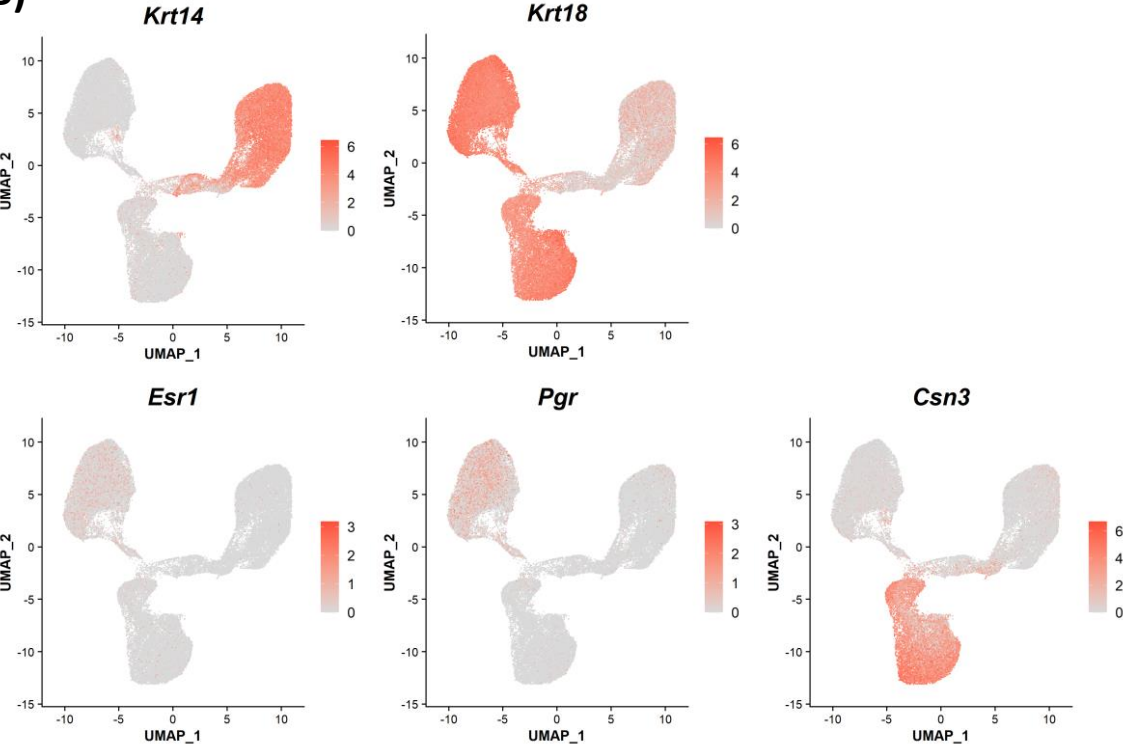

(C)

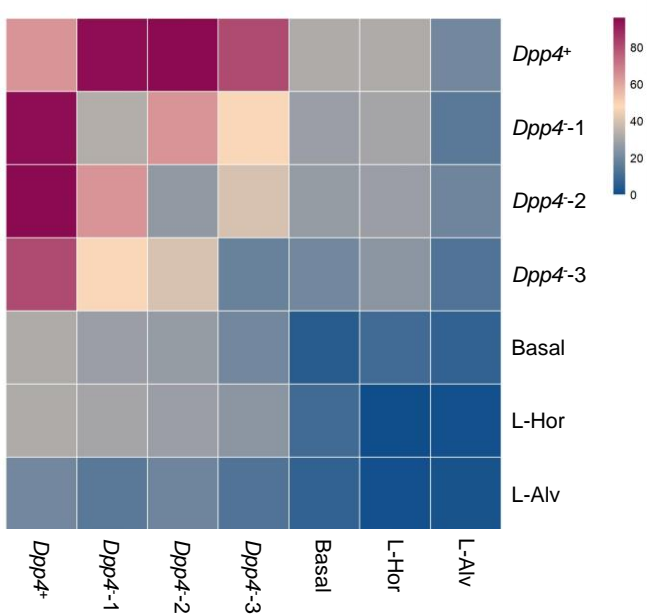

**Supplementary Figure 5.** Initial analysis for the cell-cell interaction inference. **(A)** The UMAP plot of the mammary epithelium dataset. Each cell is represented by each dot ( $n = 50,408$ ) and is colored according to the cluster identified in our previous paper (Saeki et al., 2021). The basal cells (green), luminal alveolar cells (L-Alv, orange), and luminal hormone-sensing cells (L-Hor, red) were included into the cell-cell interaction inference after the downsampling ( $n = 20,928$ ). **(B)** The expression of marker genes for each epithelial population identified in our previous publication (*Krt14*, *Krt18*, *Esr1*, *Pgr*, and *Csn3*) (Saeki et al., 2021). Each feature plot shows the distribution of the marker-expressing cells in the mammary gland epithelial cell dataset. Color indicates the expression level. **(C)** The number of ligand-receptor pairs between the mammary gland fibroblasts and the mammary epithelial cells inferred using the CellphoneDB python package. Color of each square indicates the number of the inferred interaction pairs between the cell types indicated in each row and column.

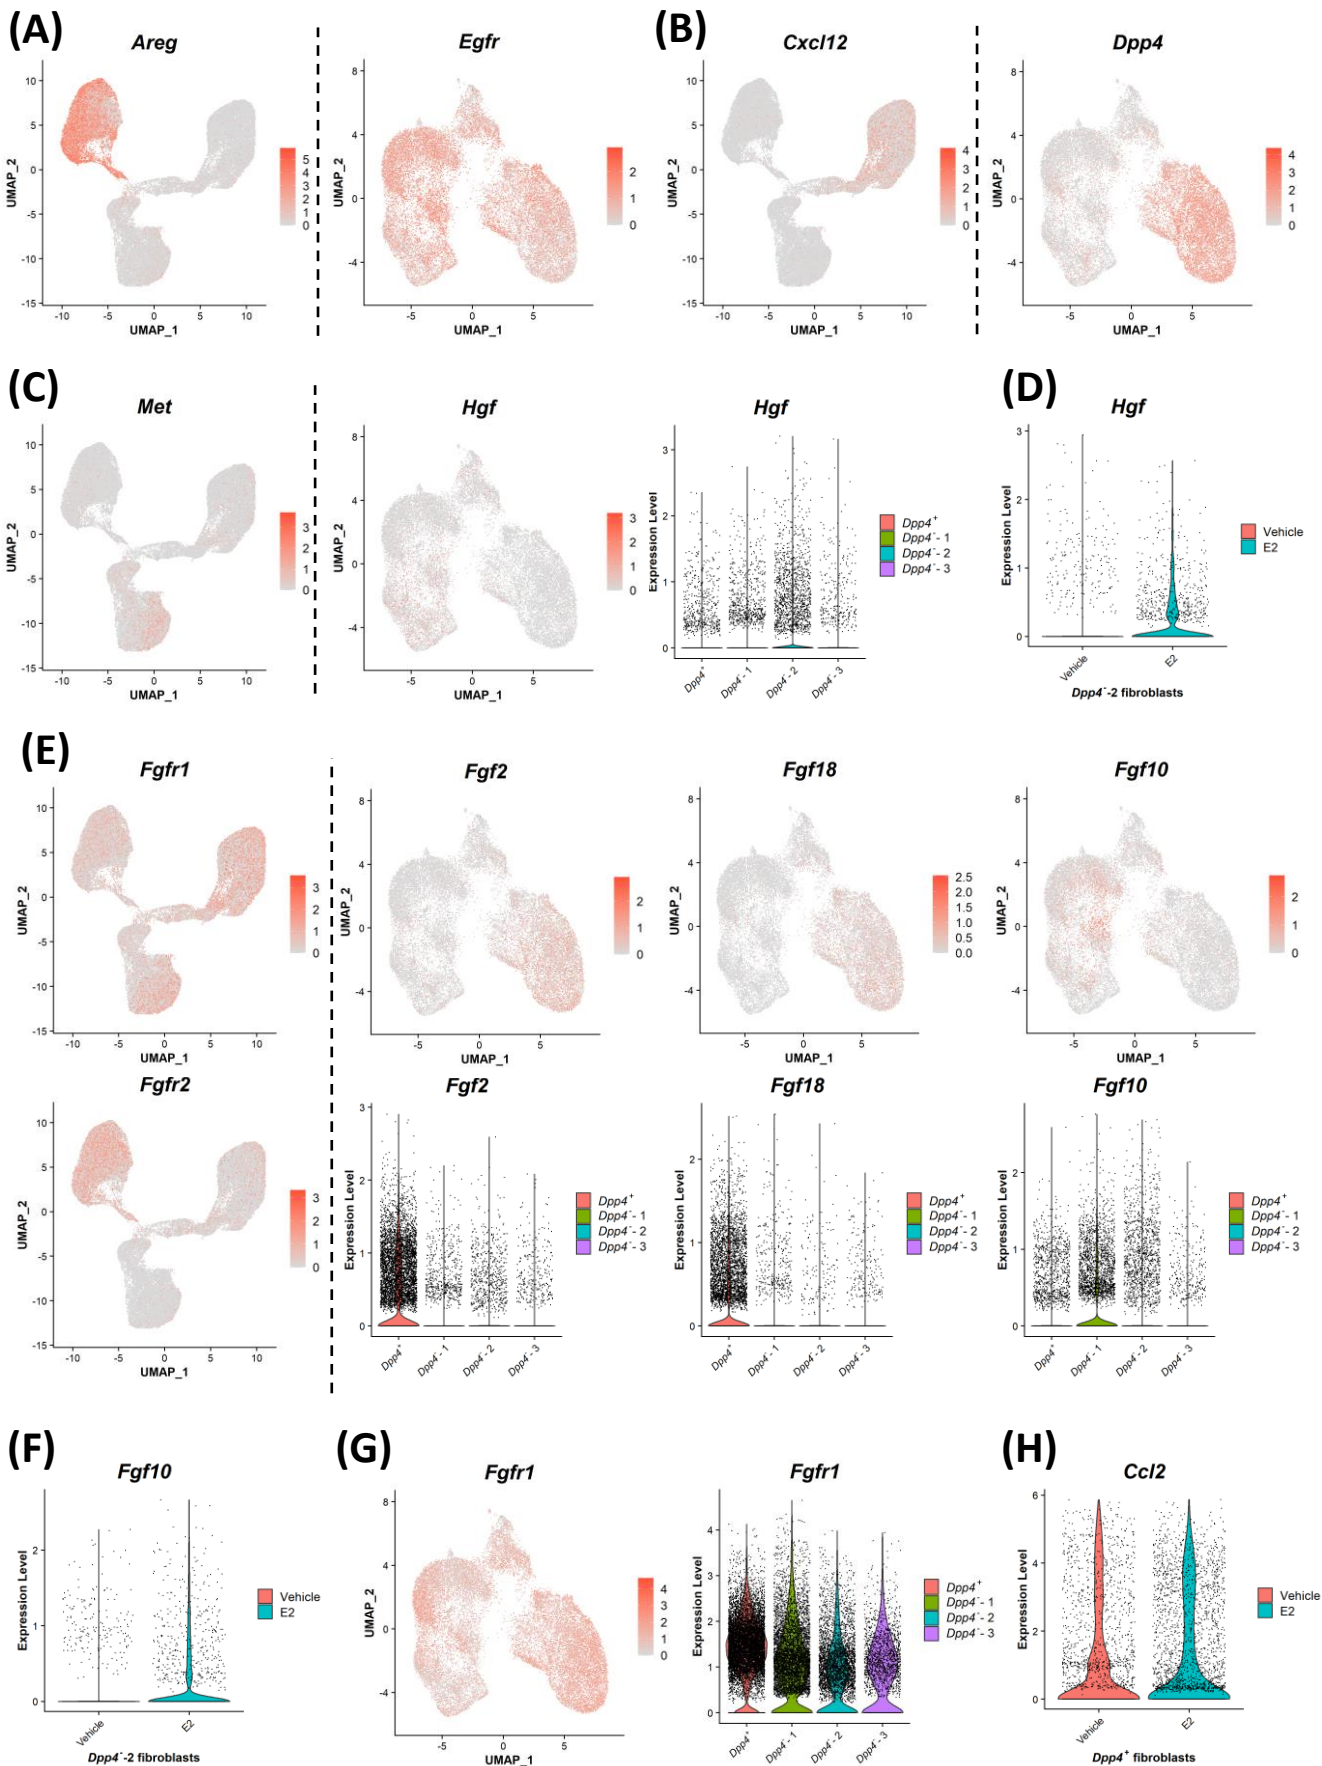

**Supplementary Figure 6.** The expression of ligand-receptor pairs identified by the cell-cell interaction inference in the mammary epithelium and fibroblast datasets. **(A)** *Areg* expression in the epithelium and *Egfr* expression in the fibroblasts. **(B)** *Cxcl12* expression in the epithelium and *Dpp4* expression in the fibroblasts. **(C)** *Met* expression in the epithelium and *Hgf* expression in the fibroblasts. **(D)** The expression of *Hgf* in the vehicle- and E2-treated *Dpp4*<sup>-2</sup> fibroblasts. **(E)** *Fgfr1/Fgfr2* expressions in the epithelium and *Fgf2/Fgf18/Fgf10* expressions in the fibroblasts. **(F)** The expression of *Fgf10* in the vehicle- and E2-treated *Dpp4*<sup>-2</sup> fibroblasts. **(G)** The expression of *Fgfr1* in the integrated mammary gland fibroblast dataset. **(H)** The expression of *Ccl2* in the vehicle- and E2-treated *Dpp4*<sup>+</sup> fibroblasts. Each feature plot shows the distribution of the marker-expressing cells in the mammary epithelial cells (**left panels in A-C, and E**) and the mammary gland fibroblasts (**right panels in A-C, and E and G**) with color indicating the expression level. Each violin plot in (**C-H**) shows the expression levels of the genes in each cluster identified in the integrated mammary gland fibroblast dataset (**C, E, and G**) or in each treatment groups (**D, F, and H**).

How the deposited data were processed for this re-analysis (not part of the article)

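Mammary gland cells of 12 groups of C57BL/6J mice, 1 library each, were analysed: the 5 groups of the VCD model in the study (Intact, VCD_vehicle, VCD_E2, VCD_E2_P4 and VCD_E2_ICI) and 7 further VCD groups of the same series. These 7 were a second vehicle group (VCD_vehicle_NormEnv) and 6 groups fed polybrominated diphenyl ethers (PBDEs) at a low dose for 20 weeks or a high dose for 1 week, without hormone, with E2 or with E2 + P4, so that PBDE dose and duration cannot be told apart. Conditions were taken from the sample labels. The OVX model and the hallmark gene sets were not analysed here.

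The authors deposited UMI counts per gene and cell barcode, made with Cell Ranger 3.1.0 on mm10 from Chromium v3 libraries, without normalization. The 12 libraries listed the same 27998 genes and held 58620 barcodes, of which 46257 passed the filters (at least 500 genes, at least 1000 UMIs, at most 5% mitochondrial UMIs) and 31740 had no UMI of Epcam, Krt14, Ptprc, Cd52, Pecam1 or Cspg4. No doublet caller was applied, as in the study. The doublets-removed alternative scored each cell by its neighbours among simulated doublets and dropped the expected number (0.8% per 1000 barcodes). Identifiers are those of the deposited files, and positions are those of GENCODE M21 on GRCm38, which gave one for each of the 79 genes looked up.

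Cells were clustered without batch correction on log-normalized counts by Louvain community detection (igraph 0.11.9) at resolution 1.0, with 3000 variable genes, 30 principal components and 20 neighbours, for the 5 libraries of the study together and for all 12 together. The 40 genes the study names and the genes of the interferon, collagen, estrogen receptor target, respiratory chain and cholesterol lists were left out of the variable genes. Genes of the nerve sheath and adipocyte-lineage lists were left out only where the study names them. A cluster took a population's name when its mean log2 fold over that population's markers was at least 0.75, at least 0.5 above the next population, with at least 3 markers raised by 0.5. The markers came from the labels of the study's heatmap of cluster genes, made from data that include these libraries, and from general knowledge. They were Sema3c, Cd55, Ackr3, Smpd3, Akr1c18, Myoc, Igfbp5 and Efhd1 for Fib_0, Cxcl14, Smoc2, Sparcl1, Col15a1, Col5a3, Col6a3, Pparg and Cd36 for Fib_1, Scg3, Penk, Enpp2, Mdk, Srpx, Thbs1 and Apoe for Fib_2, and Gas6, Cst3, Tmem176a, Tmem176b, Fmo2, Inmt and Clec11a for Fib_3. Over 12 libraries this named 9211 Fib_0-like, 6271 Fib_1-like, 3435 Fib_2-like (in clusters of 2787 and 648 cells) and 3400 Fib_3-like cells. A further 1916 cells carried the markers of both Fib_1 and Fib_2 and 7080 stayed unnamed. Cluster sizes were not compared between conditions.

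Counts were summed per library and population, since cells of 1 library are not replicates. For the 5 libraries of the study, CPM of the sums are given with exact Poisson intervals and shares of cells with exact binomial (Clopper-Pearson) intervals at 95%, which cover counting error only, and log2 ratios were taken on the scale log2(CPM + 1). The median log2 ratio of a gene list was placed among 10000 random lists matched on mean expression in 20 bins. Tests were run on the sums with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, Benjamini-Hochberg adjustment, threshold 0.05) in R 4.3.3: each population against the mean of the other 3 in the 5 libraries, and, in the 9 libraries of the full layout of hormone and PBDE level, the mean of E2 and E2 + P4 against no hormone, E2 + P4 against E2, and low or high PBDE against none. Gene lists were tested with camera (correlation 0.01) and fry of limma 3.58.1. The lists held interferon-induced genes (39 genes, 38 of them in the files), collagens (40), estrogen receptor targets (28), the respiratory chain (82), cholesterol synthesis (21), nerve sheath fibroblasts (12) and the adipocyte lineage (11). The first 5 took part in 17 tests adjusted together. The collagen list contains Col15a1, Col5a3 and Col6a3, and the adipocyte-lineage list Pparg and Cd36, which are also markers of Fib_1 above. Mdk, a marker of Fib_2 above, is also shown as a population marker in the supplementary figures of the paper.

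The fitting code was tested on simulated data drawn from the means and sizes of the real sums, in which 200 genes were changed by a log2 fold of 1. It recovered 82.0% of them for E2 in Fib_0-like cells (12502 genes), 88.0% in Fib_1-like (11635), 78.5% in Fib_2-like (11409), 89.0% in Fib_3-like (11056) and 69.0% for the interaction of population and E2 (12874). For P4 it recovered 85.0% in Fib_0-like and 75.0% in Fib_2-like cells, for low PBDE 85.5% and 75.5%, and for high PBDE 80.0% and 71.0%. For the population contrasts it recovered 94.5%, 94.0%, 94.5% and 88.0% in Fib_0-like to Fib_3-like cells (12209 genes).

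The genes named in the text follow a rule set before the data were examined: every gene the paper names for fibroblasts, the 5 raised and 5 lowered genes with the largest E2 fold change in Fib_0-like and in Fib_2-like cells among those past the threshold, with a mean of at least 20 CPM and the same direction at all 3 PBDE levels, and the 3 genes with the smallest p for each P4 and PBDE comparison. A result that this rule would name is not reported here. Genes outside this rule are marked where they appear. The alternatives covered the variable genes, clustering resolutions of 0.5 and 2.0, joint clustering of 12 libraries, a mitochondrial limit of 10%, no negative selection, removal of doublets, thinning of sums, DESeq2 1.42.0 in place of edgeR, no filter on low counts, no PBDE term, VCD_vehicle_NormEnv added or in place of VCD_vehicle, E2 alone, other pseudocounts and expression limits, and each library left out in turn. Splits of the libraries were made in 84 ways across PBDE levels, without the PBDE term, and in 27 ways within them, with it. Splits of 3 against 3 libraries were made in 10 ways, without and with the other factor in the fit. The remaining steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and statsmodels 0.14.6.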

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

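The edgeR comparisons in this part were set before the data were examined, and each test of an explanation for them, the splits of the libraries included, was chosen after the results had been seen.

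A difference between groups was found by testing it directly: the response to E2 differed between Fib_0-like and Fib_2-like cells in 3495 genes, and 33 of the 38 interferon genes tested responded more positively in Fib_0-like cells. Of the 84 splits of the 9 libraries, fitted without the PBDE term, where the real split gave 2744 genes, only 1, the real one, gave as many. The same held for 1 of the 27 splits that kept the PBDE levels apart, fitted with that term (2340 genes), so chance is argued against. A difference in the totals of the sums is argued against by thinning every sum to the same total, after which 1385 of the genes were still called. Depth per cell was not equalized by this. In the larger Fib_2-like cluster its median was 8059 UMIs in VCD_vehicle and 14896 in VCD_E2, so an effect of depth per cell stays open. A single mislabelled library is argued against as well, because the smallest number without any 1 library was 1986 (without VCD_LowPBDE). The interferon genes fell in Fib_2-like cells by a median of 0.73 on the log2 scale. A few abundant genes taking most of the counts would have lowered other genes of the same expression alike, which is argued against on CPM without further normalization: over the 9 libraries the list had a median log2 ratio of -0.60 (33 genes), below all of 10000 random lists matched on expression, whose median was 0.0913. In Fib_0-like cells, RNA from immune cells would have raised the immune markers with the interferon genes, but the median log2 fold change of 4 such markers was 0.0471 (5.82 CPM without and 6.08 CPM with E2) against 0.90 for the interferon list. A change in the mix of the Fib_2-like clusters does not account for the whole response there: within the larger cluster alone, 825 of the 853 genes called for E2 were among those called in Fib_2-like cells in the same direction. The interferon list had a median log2 fold change of -0.36 (35 genes) within this cluster, against -0.73 over all Fib_2-like cells. Part of its fall may thus come from the mix. What stays open is how the cells are assigned to populations, and the mix of the Fib_0-like clusters, within which no test was run. Also open is the fall of the interferon list in Fib_2-like cells, where 19 of 84 splits and 9 of 27 gave as small a p, so that chance cannot be excluded. When the genes the study names were kept among the variable genes, 539 genes differed, but 2 of the E2 + P4 libraries then had 18 and 16 Fib_2-like cells and the other had too few for a sum, so this setting says little. The lists for which both kinds of split argue against chance are interferon in Fib_0-like cells (3 of 84 splits, 1 of 27) and collagen in Fib_2-like cells (1 of 84, 1 of 27). With 27 splits 1 is the lowest number possible, and no correction was made for the number of lists. For interferon in Fib_3-like cells the 84 splits argue against chance (2 of 84) and the 27 do not (2 of 27).

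High-dose PBDE gave a signal in libraries that the paper does not report on: 6 genes in Fib_0-like cells (1 raised and 5 lowered, 2205 at an unadjusted p under 0.05) and 9 in Fib_2-like cells (all lowered, 1478 unadjusted) were called by edgeR between high and no PBDE. DESeq2 called 203 and 51. The 3 with the smallest p were Dact2 (log2 fold change 1.99), mt-Nd6 (-1.41) and Bloc1s1 (-0.73) in Fib_0-like cells, and AY036118 (-2.71), Ccl2 (-1.72) and Gm10076 (-1.40) in Fib_2-like cells. Without VCD_HighPBDE the count in Fib_0-like cells rose to 171 and without VCD_E2 it fell to 1; in Fib_2-like cells it lay between 4 (without VCD_E2) and 27 (without VCD_HighPBDE_E2_P4). With 3 libraries against 3 there are 10 splits. Fitted without the hormone term, the real split gave only 1 gene in Fib_0-like cells, which 2 of the 10 splits reached, and 0 in Fib_2-like cells, which all 10 reached by definition. Leaving out the hormone term puts the hormone response into the residual, and with it kept the real split gave the 6 and 9 genes, as many as only 1 of the 10 splits in each population, the real one. With 10 splits chance cannot be excluded either way. A difference in the totals of the sums does not account for the whole signal in Fib_2-like cells, where 6 of the 9 genes were called again after thinning. Depth per cell was not equalized by this. A library difference is a candidate explanation, because VCD_E2_ICI, whose mice received no PBDE, also showed it: over the genes called, it had moved by 82.1% of the shift from no to high PBDE in Fib_0-like cells and by 68.9% in Fib_2-like cells. In Fib_0-like cells VCD_vehicle_NormEnv had 68.7%, VCD_LowPBDE 48.6%, VCD_vehicle 32.0% and VCD_E2 -10.2%, so the libraries without high PBDE spread widely there. In Fib_2-like cells the highest value among these libraries, apart from VCD_E2_ICI, was 30.4% (VCD_LowPBDE_E2_P4). Over all fibroblasts AY036118 had 22.7 to 32.9 CPM in the high PBDE libraries, 35.9 CPM in VCD_E2_ICI and 78.8 to 274 CPM in the others. The labels name no sequencing batch, dose and duration of PBDE are confounded, and an effect that ICI and PBDE share was not excluded, so a library difference and an effect of high-dose PBDE stay open side by side.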

How the results depend on the processing

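The alternatives that join or separate clusters, and the cluster with the highest Dlk1 level, were chosen after seeing the data; all others were set before the data were examined. Where a value moved, the cause was not tested. The 10 population marker calls and the 5 receptor and ligand calls were the same under each of 17 alternatives, the list tests called between 9 (without VCD_E2) and 12 (without VCD_HighPBDE) of 17 under 24 alternatives, and 15 or 16 of the 17 increases named in the study were present by any margin in both E2 libraries under 12. Of 354 values of whole comparisons under an alternative, 235 stayed within their limits and 119 moved. Of 1954 values of named genes, 1582 stayed the same in direction and call or within their interval, 143 lost the call, 3 gained it, 219 moved without changing direction and 7 reversed.

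The 7 reversals concern Hgf and Fgf10 in Fib_2-like cells. The log2 fold change of Hgf under E2 was -0.0594 with no negative selection, -0.07 without VCD_LowPBDE and -0.0808 without VCD_LowPBDE_E2, the lowest value with 1 library left out (the highest was 0.586, without VCD_vehicle), and its log2 ratio in VCD_E2_P4 was 0.39 with VCD_vehicle_NormEnv as vehicle. With the cluster of both Fib_1 and Fib_2 markers joined to Fib_2, Fgf10 was at 0.77 in the 9-library test, 0.96 in VCD_E2 and 0.12 in VCD_E2_P4. The cause was not tested for Hgf.

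With each library left out in turn, the number of genes called for E2 lay between 239 (without VCD_LowPBDE) and 1215 (without VCD_vehicle) in Fib_0-like cells, 58 (without VCD_LowPBDE) and 289 (without VCD_HighPBDE_E2) in Fib_1-like, 2691 and 4284 in Fib_2-like and 145 and 519 in Fib_3-like cells (the same libraries as for Fib_1-like cells), and between 1986 and 3462 for the difference between Fib_0-like and Fib_2-like cells. For P4 it was 0 (without VCD_LowPBDE_E2, VCD_LowPBDE_E2_P4 or VCD_HighPBDE_E2_P4) to 39 (without VCD_vehicle) in Fib_0-like and 107 (without VCD_LowPBDE_E2_P4) to 1157 (without VCD_HighPBDE_E2) in Fib_2-like cells. For high PBDE it was 1 to 171 and 4 to 27, and for low PBDE 0 throughout.

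Genes the study names kept among the variable genes: E2 in Fib_2-like cells gave 460 genes, the difference between populations 539, P4 6 in Fib_0-like and 2 in Fib_2-like cells, and high PBDE in Fib_2-like cells 2. In this setting VCD_E2_P4 and VCD_HighPBDE_E2_P4 had only 18 and 16 Fib_2-like cells and VCD_LowPBDE_E2_P4 gave no Fib_2-like sum, so the 460, 539 and 2 rest on fewer libraries and cells. Resolution 2.0 gave 481 genes for E2, 3 for P4 and 2 for high PBDE in Fib_0-like cells, and resolution 0.5 gave 3 for high PBDE. A mitochondrial limit of 10% gave 7 genes for P4 in Fib_0-like cells. Thinned sums gave 329, 70, 2438 and 238 genes for E2 in Fib_0-like to Fib_3-like cells, 1493 for the difference between populations, 32 and 335 for P4 in Fib_0-like and Fib_2-like cells and 28 for high PBDE in Fib_0-like cells.

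DESeq2 called 238 genes for E2 in Fib_3-like cells and 1928 for the difference between populations; in Fib_0-like cells it called 110 for P4, 5 for low PBDE and 203 for high PBDE, and in Fib_2-like cells 51 for high PBDE. Without a filter on low counts, 383 genes were called for E2 in Fib_1-like cells, 44 and 1023 for P4, 135 and 221 for high PBDE in Fib_0-like and Fib_2-like cells, and 5 for low PBDE in Fib_2-like cells. Without the PBDE term, E2 gave 782, 110 and 246 genes in Fib_0-like, Fib_1-like and Fib_3-like cells and P4 gave 4 in Fib_0-like cells. VCD_vehicle_NormEnv added as a further library without hormone gave 9 genes for P4 in Fib_0-like cells and 19 and 20 for high PBDE. E2 alone against no hormone gave 5, 44, 1595 and 126 genes in Fib_0-like to Fib_3-like cells, 869 for the difference between populations and 0 for high PBDE in Fib_0-like cells. This fit left out the E2 + P4 libraries and had fewer residual degrees of freedom.

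Chosen after seeing the data: the cluster of both markers joined to Fib_1 gave 2506 genes for E2 in Fib_1-like cells; joined to Fib_2 it gave 291 for P4 and 39 for high PBDE in Fib_2-like cells. The larger Fib_2-like cluster alone gave 853 genes for E2 and 0 for P4 (653 unadjusted, with 14, 14 and 32 cells in the E2 + P4 libraries), and the smaller 26 for P4.

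The ratio of the E2 distances in Fib_2-like and Fib_1-like cells, 1.48, was 1.16 and 1.39 at resolutions 0.5 and 2.0, 1.31 with VCD_vehicle_NormEnv as vehicle, 1.56 on the scale log2(CPM + 10), and 1.25 and 1.65 over genes with a mean of at least 10 and 200 CPM. The E2 score of VCD_E2_ICI in Fib_0-like and Fib_2-like cells, -35.5% and 16.6%, was -36.4% and 23.2% with the named genes kept, -29.1% and 17.0% at resolution 0.5, -43.8% and 16.1% at 2.0, -32.3% and 18.2% at a mitochondrial limit of 10%, -25.9% and 18.0% without negative selection, -32.9% and 15.8% with doublets removed, and -33.8% and 14.1% from the 100 genes with the smallest p in each direction; with the cluster of both markers joined to Fib_2 it was 21.7% in Fib_2-like cells. The difference of the lists in Dlk1-positive cells, 0.61, was 0.23 with at least 1 and 0.43 with at least 3 Dlk1 UMIs, and 2.85 in the cells of the cluster with the highest Dlk1 level.

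Depth limits the genes of few UMIs: Fgf10 in Fib_2-like cells rests on 43 UMIs in VCD_E2_P4 and Esr2 on 2 cells. Thinning to the smallest sum lowered the number of genes called for E2 in each population.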

Differences from the paper's values

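The means of 3733 genes and 17431 UMIs per cell were above the values in the paper, by less than the factor of 1.5 used here to list a difference. The means in the paper cover its integrated dataset, including cells of the OVX model that were not analysed here. The differences below are in statements. The paper tested cells, whereas sums per library were tested here, and the alternatives that join or separate clusters were chosen after seeing the data.

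The paper describes no apparent change under E2 in the Fib_1 and Fib_3 populations. Here edgeR called 177 genes in Fib_1-like and 478 in Fib_3-like cells in the 9 libraries. Counts were smaller with E2 alone, at 44 and 126, and without VCD_LowPBDE, at 58 and 145, and no setting reached 0. Among Fib_0-like cells E2 alone gave 5 genes. The fits of E2 alone left out the E2 + P4 libraries and had fewer residual degrees of freedom, so their counts are not on a par with the others.

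The paper describes little influence of P4 in the presence of E2. In Fib_2-like cells edgeR called 567 genes between E2 + P4 and E2. Settings under which few or none were called were the genes the study names kept among the variable genes (2, with 18 and 16 Fib_2-like cells in 2 of the E2 + P4 libraries and too few in the other, so that little can be called there) and, chosen after seeing the values, the larger of the Fib_2-like clusters alone (0 in edgeR, 653 at an unadjusted p under 0.05, with 14, 14 and 32 cells in the E2 + P4 libraries, so that little can be called there either). The smaller of these clusters alone gave 26 genes in edgeR. Over all fibroblasts, without any naming of populations, 5 genes were called.

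For Hgf the paper states an increase under E2 in Dpp4−-2 fibroblasts. In Fib_2-like cells the log2 ratio to VCD_vehicle was -0.25 in VCD_E2 and -0.42 in VCD_E2_P4. The 9-library test gave 0.16 for Hgf (not called, adjusted p = 0.732 in edgeR), with an increase under 20 of 23 alternatives, of up to 0.77 with the genes the study names kept among the variable genes, and no call under any. Within the larger Fib_2-like cluster it was 0.79 and in the cluster with the markers of both Fib_1 and Fib_2 0.61, neither called. In the libraries of the study, only VCD_vehicle_NormEnv as the vehicle library gave an increase, of 0.39 in both VCD_E2 and VCD_E2_P4.

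For Fgf10 it states an increase in the same cells, and the log2 ratio here was -0.75 in VCD_E2 and -2.20 in VCD_E2_P4, with -1.51 in the 9-library test. An increase was reached when the cluster with the markers of both Fib_1 and Fib_2 was joined to Fib_2, which was chosen after seeing the values, with 0.96, 0.12 and 0.77.

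The paper describes more Ccl2-positive cells under E2 among Dpp4+ fibroblasts. The summed level in Fib_0-like cells was higher in both libraries of the study, but the 9-library test did not call it (0.54, adjusted p = 0.317 in edgeR), and no setting did.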

Other observations

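The tests of explanations in this part were chosen after the results had been seen. So were the genes Pgr, Greb1, Lars2, Angptl7, Sox9 and Etv1 for the values given here. The edgeR comparisons and gene lists were set before the data were examined.

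For the number of genes called for E2 in the 9 libraries, the real split, fitted without the PBDE term, was the only 1 of 84 with as many in Fib_0-like, Fib_1-like, Fib_2-like and Fib_3-like cells. It was also the only 1 of the 27 splits that kept the PBDE levels apart, fitted with that term (979, 122, 3115 and 258 genes), so chance is argued against in each. For the population contrasts and for the receptor and ligand contrasts, only 1 of 100 assignments of the population names, the real one, gave as many calls. The others were shuffled within each library. This cannot decide about chance, because the names were given from the expression of the same cells and shuffling removes such differences. Chance cannot be excluded for the number of list tests called, which 34 of 84 splits and 8 of 27 reached. The same holds for the lists of interferon in Fib_1-like (5 of 84, 3 of 27), collagen in Fib_0-like (15 of 84, 3 of 27) and the respiratory chain in Fib_1-like (11 of 84, 2 of 27), Fib_2-like (33 of 84, 7 of 27) and Fib_3-like cells (22 of 84, 4 of 27). The respiratory chain list had median log2 fold changes of 0.18, 0.24 and 0.18 there and -0.02 in Fib_0-like cells.

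The raised genes with the largest E2 fold change were Ctla2a (4.91), Wisp2 (2.39), Irf7 (2.36) and Ggt5 (2.24) in Fib_0-like cells, next to Ccl8, and the lowered ones Mrgprg (-3.01), Daglb (-1.56), Bambi (-1.21), Itgb7 (-1.16) and Sema4c (-1.04). Ctla2a has a close paralog, Ctla2b, so its value is uncertain. In Fib_2-like cells they were Hs3st6 (7.08), Nrgn (6.53), Tnfrsf18 (5.84), Nxph3 (4.96) and Scml4 (4.09), and Igfbp3 (-5.25), Vtn (-3.85), Slco2b1 (-3.70), Galnt15 (-3.61) and Tgfbi (-3.28). Figf fell there by 1.50 on the log2 scale. Ifi27l2a rose by 2.45 in Fib_3-like cells. Free RNA from Fib_0-like cells is argued against as the source of that rise, because Pi16 in Fib_3-like cells of the E2 libraries stood at 3.91% of its Fib_0-like level where 36.6% would be needed.

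P4 added to E2 gave 11 raised and 3 lowered genes in Fib_0-like cells (1164 unadjusted, 110 by DESeq2), with Pgf (-1.35), Serping1 (0.80) and Igfbp7 (1.07) at the smallest p. Without VCD_LowPBDE_E2, VCD_LowPBDE_E2_P4 or VCD_HighPBDE_E2_P4, each left out in turn, edgeR called 0. It called 1 without VCD_E2_P4, 2 without VCD_E2, 35 without VCD_HighPBDE and 39 without VCD_vehicle. Among the 567 genes of Fib_2-like cells, Cp (-1.92), Scg3 (-1.41) and Mettl24 (-1.69) had the smallest p; Scg3 is also a marker by which Fib_2 was named. In a fit without the PBDE term the real split gave 1 gene in Fib_0-like and 337 in Fib_2-like cells, which 3 and 1 of 10 splits reached. With that term kept it gave 14 and 567, which only 1 of 10 reached in each, the real one, and with 10 splits chance cannot be excluded. A change in the mix of the 2 Fib_2-like clusters is argued against as the cause of the whole P4 response: the 200 genes with the smallest p at 2 PBDE levels, read at the level left out, kept between 25.3% and 57.0% of their fold change within the clusters, in each case above at least 99.99% of 10000 random sets matched on expression. How much of the rest comes from the mix stays open, since 26 genes were called within the smaller cluster and 0 within the larger (653 unadjusted), where the E2 + P4 libraries had 14, 14 and 32 cells. On the 567 genes themselves, which were chosen for the pattern, the smaller cluster kept 60.4% and the larger 51.4%. Over all fibroblasts, P4 gave 5 genes and E2 gave 1433 raised and 1330 lowered.

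Low-dose PBDE gave 0 genes by edgeR in Fib_0-like cells (577 unadjusted, 5 by DESeq2) and 0 in Fib_2-like cells (273 unadjusted, 0 by DESeq2), where no split can give fewer, so that all 10 of 10 splits were as large in each, with or without the hormone term, and nothing follows about chance. Genes with the smallest p included Bag3 (0.47) and Hsph1 (0.49) in Fib_0-like cells, and were Tnmd (1.93), Ccl2 (-0.81) and Plin4 (1.65) in Fib_2-like cells, none of them called. Fib_1-like cells had 1 gene and Fib_3-like cells 8. High-dose PBDE gave 36 and 76.

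A library difference is also a candidate explanation for part of what separates VCD_E2_ICI from VCD_vehicle in Fib_0-like cells. Across genes, this difference correlated with that between high and low PBDE (Pearson's r = 0.46), and in Fib_1-like (0.35), Fib_3-like (0.40) and Fib_2-like cells (0.17) as well, whereas the difference between VCD_E2 and VCD_vehicle did so by 0.06, -0.02, -0.01 and 0.09 in the same order. In Fib_2-like cells the difference between Intact and VCD_vehicle correlated more (0.32) than that of VCD_E2_ICI, so the pattern is not specific to ICI there. Over all fibroblasts Lars2 had 37.7 to 40.3 CPM in the high PBDE libraries, 47.8 CPM in VCD_E2_ICI and 82.2 to 151 CPM in the others. The return of E2-regulated genes in the ICI library was measured on genes chosen without it, and an effect that ICI and PBDE share was not excluded.

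The fall of Fgf10 in Fib_2-like cells under E2 may come from leaving out the cluster with the markers of both Fib_1 and Fib_2: with it joined to Fib_2, the log2 fold change was 0.77. Within that cluster by itself it was -0.64 and within the larger Fib_2-like cluster -0.97, neither called by edgeR, so the joined value reflects how many cells of each cluster the libraries hold and not a rise within either. Over all fibroblasts it was 0.58.

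Whether the Dlk1-positive cells are fibroblasts of the nerve sheath rather than preadipocytes stays open. The mean log2 ratio of the nerve sheath list exceeded that of the adipocyte-lineage list by 0.61. This rested largely on Angptl7 (4.04) and Sox9 (2.17), and the next highest nerve sheath gene was Etv1 (0.66). The median over the 7 nerve sheath genes with a mean of at least 5 CPM was 0.36, above 99.5% of random lists, but over all 12 genes it was 0.08. For the adipocyte-lineage list it was -0.07 over 8 genes, above 33.5%, and -0.05 over all 11. In the cluster with the highest Dlk1 level (33 cells, of which 11 are among the 51), the mean log2 ratio was 1.55 for the nerve sheath list (7 of 12 genes higher) and -1.30 for the adipocyte-lineage list (3 of 11 higher). Genes of both lists could take part in forming this cluster, so these values may be partly built in. Schwann cells or their RNA are argued against in the cells chosen by Dlk1 UMIs: 6 Schwann markers came to 12.4 CPM in these cells (11 UMIs), 21.1 CPM in other fibroblasts and 20073 CPM in Schwann cells. In the cluster they came to 74.9 CPM (19 UMIs), so some Schwann RNA in its cells stays possible. In the cells chosen by Dlk1 UMIs, 6 pericyte markers came to 38.4 CPM (34 UMIs), against 15.8 CPM in other fibroblasts. Some pericyte RNA in these cells was thus not excluded. For 6 endothelial markers the values were 7.91 CPM (7 UMIs) and 10.6 CPM. No biological difference of the design was tested for the Dlk1-positive cells.

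Pgr and Greb1 in all fibroblasts had 23.7 and 13.9 CPM in Intact, 11.8 and 7.95 in VCD_vehicle, 11.0 and 9.48 in VCD_E2, 4.71 and 4.30 in VCD_E2_P4, and 1.54 and 1.18 in VCD_E2_ICI. In the 12-library clustering both were highest in an unnamed cluster (101.5 and 78.6 CPM), which held 241 cells of VCD_E2 and 1 of VCD_vehicle and took no part in the population sums. In the PBDE libraries both were highest in VCD_LowPBDE_E2 (34.3 and 33.5). In the 9-library fit, the log2 fold changes for E2 alone were 1.24 and 1.44 (adjusted p = 0.276 and 0.201) and those for P4 -1.80 and -1.69, none called by edgeR (adjusted p = 0.467 and 0.476 for P4).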
